# MicroRNA miR-29 controls a compensatory response to limit neuronal iron accumulation during adult life and aging

**DOI:** 10.1186/s12915-017-0354-x

**Published:** 2017-02-13

**Authors:** Roberto Ripa, Luca Dolfi, Marco Terrigno, Luca Pandolfini, Aurora Savino, Valeria Arcucci, Marco Groth, Eva Terzibasi Tozzini, Mario Baumgart, Alessandro Cellerino

## Abstract

**Background:**

A widespread modulation of gene expression occurs in the aging brain, but little is known as to the upstream drivers of these changes. MicroRNAs emerged as fine regulators of gene expression in many biological contexts and they are modulated by age. MicroRNAs may therefore be part of the upstream drivers of the global gene expression modulation correlated with aging and aging-related phenotypes.

**Results:**

Here, we show that microRNA-29 (miR-29) is induced during aging in short-lived turquoise killifish brain and genetic antagonism of its function induces a gene-expression signature typical of aging. Mechanicistically, we identified *Ireb2* (a master gene for intracellular iron delivery that encodes for IRP2 protein), as a novel miR-29 target. MiR-29 is induced by iron loading and, in turn, it﻿﻿ reduces IRP2 expression in vivo, therefore limiting intracellular iron delivery in neurons. Genetically modified fish with neuro-specific miR-29 deficiency exhibit increased levels of IRP2 and transferrin receptor, increased iron content, and oxidative stress.

**Conclusions:**

Our results demonstrate that age-dependent miR-29 upregulation is an adaptive mechanism that counteracts the expression of some aging-related phenotypes and its anti-aging activity is primarily exerted by regulating intracellular iron homeostasis limiting excessive iron-exposure in neurons.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12915-017-0354-x) contains supplementary material, which is available to authorized users.

## Background

MicroRNAs (miRNAs) are a class of small non-coding RNAs frequently present as small clusters spanning some kilobases in the genome, that negatively regulate gene expression by targeting mRNAs due to sequence complementarity, thereby inducing transcript degradation and/or translational inhibition [1]. A single miRNA shows complementarity to hundreds or thousands of different transcripts, an ability which gives miRNAs the potential to act as central regulatory nodes in gene co-expression networks [2], thereby modulating and providing stability to complex biological processes involving several interconnected signaling pathways such as aging. In recent years, specific miRNAs that regulate different aspects of the aging process were identified [3]. Several miRNAs were described to be significantly up- or down-regulated with age, both in invertebrate and vertebrate species [4, 5], some microRNAs influence lifespan and/or predict longevity in invertebrate models [6–9] and one of these (miR-34) regulates functional heart aging in mammals [10]. MicroRNA-29 family members (miR-29a, miR-29b and miR-29c) were shown to be upregulated during normal aging in the central nervous system (CNS) of different vertebrate species such as fish [11], mice [12–14], monkeys [5] and humans [5, 15]. Moreover, miR-29 appears upregulated in klotho-deficient mice [12], a model of premature aging, and progeroid mouse model *Zmpste24* ^–/–^ [14].

In mammals, the miR-29 family is present as two distinct genomic clusters that are both ubiquitously expressed and are particularly enriched in the CNS [13], specifically in mature neurons [16]. Mutant mice lacking both clusters do not present evident abnormalities at birth, but they rapidly accumulate defects during post-natal development and die within 6 weeks [17]. Mice lacking only one cluster (the miR-29b/a-1 locus), thus retaining residual miR-29 activity, reach adulthood, display an ataxic phenotype, a mild loss of Purkinje cells in the cerebellum, and die around 9 months of age [18]. A similar cerebellar phenotype is induced by knock-down of miR-29 in adult rodents [19]. On the other hand, up-regulation of miR-29 protects neurons against apoptosis during neuronal maturation, forebrain cerebral ischemia and stroke by targeting pro-apoptotic members of the BCL-2 family [20–22]. Interestingly, the miR-29 family was found to target Beta-Site APP-Cleaving Enzyme (BACE1) mRNA and to be downregulated in sporadic Alzheimer’s disease [23]. All these data indicate that miR-29 plays a protective role in neurons and reduced miR-29 activity in adult life has detrimental effects.

Iron is an element required for multiple fundamental biological processes such as mitochondrial ATP generation, DNA replication and synthesis of heme, myelin and dopamine [24]. While iron is an essential micronutrient, it also represents one of the most powerful sources of oxidative damage. Indeed, intermediates of oxygen reduction, including H_2_O_2_ and superoxide, are potent oxidants in the presence of Fe^2+^ and their reactions with Fe^2+^ form hydroxyl radicals, which cause cytotoxicity primarily due to lipid peroxidation [25]. This, along with the evidence that iron accumulates in several tissues with age [26–29], supports the prevailing opinion that age-dependent iron accumulation contributes to the aging process by increasing oxygen reactive species production, which over time causes extensive mitochondrial and cellular dysfunction [30]. Consistently, dietary iron supplementation reduces lifespan and accelerates age-dependent protein aggregation in *C. elegans* [31]. Instead, reduced iron absorption increases longevity in flies [32] and iron chelant therapy reduces oxidative stress in worms [33].

Iron responsive proteins (IRP1 and IRP2) and their binding sites in mRNAs (iron responsive elements, IREs) constitute an iron sensing system that tightly regulates intracellular iron homeostasis by post-transcriptional regulation of key genes involved in iron uptake, storage, export and utilization [34], thus strongly influencing the energy production and redox status of cells. IRP2 is particularly enriched in the CNS and it appears to play a preeminent role in the regulation of intracellular iron homeostasis within the CNS [35]. Indeed, alteration of IRP2 alone, but not of IRP1 alone, induces iron imbalance and iron-mediated toxicity in neurons [35, 36]. Despite the central role of IRPs in regulating iron homeostasis, little is known as to their regulation during aging and whether their altered expression contributes to the age-related decline. It is known, however, that downregulation of transferring receptor, a direct target of IRPs, is among the most robust transcriptional markers of aging [37] (and personal unpublished observations).

Here, we investigated the role of miR-29 during adult life in the short-lived turquoise killifish *Nothobranchius furzeri﻿﻿ (turquoise killifish﻿﻿*). This is the shortest-lived vertebrate that can be cultured in captivity and has emerged as model organism to study vertebrate aging. Its aging is characterized by an exceptionally short lifespan of 4–12 months (depending on genetic background), age-dependent cognitive decline, and expression of age-related phenotypes at the molecular, cellular, and integrated level [38–44] (for a review see [45]). In particular, genome-wide transcript regulation patterns during aging are similar in *N. furzeri* and humans [46] and miR-29 is upregulated during *N. furzeri* aging [11]. It therefore represents an ideal model to investigate how a perturbation of miR-29 expression affects aging. We generated a transgenic line with neuronal specific mir-29 loss of function and analyzed genome-wide transcript regulation by RNA-seq to compare the perturbations induced by miR-29 loss with those induced by aging.

## Results

### MiR-29 is up-regulated with age in neurons and is negatively-correlated with expression of its targets

We searched the killifish genome [47] for miR-29 members and found three distinct mir-29 genomic clusters referred to as pri-mir-29 1, 2, 3 (Fig. 1a). Each cluster contains two miR-29 mature members, miR-29a is contained in all clusters paired with miR-29b or either of two novel miR-29 family members that we provisionally refer to as miR-29d and miR-29e (Fig. 1a). All of these miRNAs share the same seed sequence, but differ in their 3′ ends. Thus, we tested whether all three clusters exhibit an age-dependent transcriptional regulation by RT-qPCR. We found that all clusters are actively transcribed; however, one is expressed at much higher level (pri-mir-29-2) and also shows the largest age-dependent up-regulation, increasing its expression more than 15 times between 3 and 27 weeks of age (Fig. 1b). To assess the impact of miR-29 on global age-dependent gene expression, we took advantage of combined RNA-seq and miRNA-seq data from *N. furzeri* brain at five ages [46] and considered all protein-coding genes with rapid age-dependent decay in expression (31% of all differentially expressed genes, see [46]). This gene set was enriched for genes containing a miR-29 binding site as predicted by MiRanda (false discovery rate (FDR) < 0.05, Fisher’s exact test). In addition, miR-29 targets showed an excess of negative correlation with miR-29 expression as opposed to non-targets (*P* < 10^–13^, Kolmogorov–Smirnoff, Fig. 1c). These data suggest that miR-29 is a regulator of age-dependent gene expression, as previously reported in the prefrontal cortex of humans and macaques using similar methods [5]. Since one mir-29 primary transcript shows much higher expression than the other two, we focused our investigation on this cluster and used in situ hybridization to define its expression domains in the adult *N. furzeri* brain. It is intensely expressed in the periventricular gray zone of the optic tectum (Fig. 1d) and in the granular cell layer of cerebellum (Fig. 1e), where it is co-localized with the neuronal marker HuC/D, thereby confirming the neuronal expression of miR-29 originally reported in the mouse [23].

**Fig. 1:**
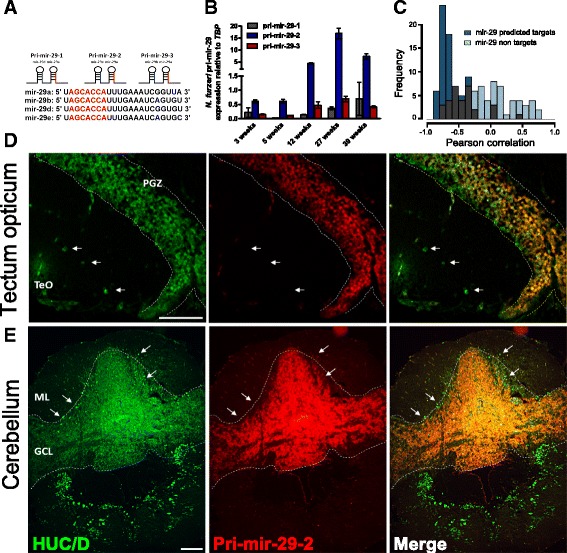
MiR-29 is up-regulated with age in neurons. **a** Genomic organization of miR-29 family in *N. furzeri*. Three different clusters were isolated (pri-mir-29 1, 2, 3) encoding four different mature members miR-29a, b, d, e. In red, seed sequence is reported, single nucleotide differences in blue. **b** Age-dependent expression of miR-29 primary transcripts (Pri-miR-29-1, 2, 3) in the brain of *N. furzeri*. The relative expression was evaluated by RT-qPCR, data were normalized on TATA binding protein (TBP), pri-miR-29-2 results much more expressed than the other clusters and shows a clear age-dependent up-regulation (1 way ANOVA with post-test for trend: R = 0.5285 *P* < 0.0001, n = 4 animals for age group). **c** Correlation of miR-29 with its predicted targets. Blue bars show the distribution of Pearson’s correlation coefficients between miR-29a and its predicted target. Light-blue bars show the distribution of correlation values extracted from a bootstrap (*P* = 10^–14^, Kolmogorov–Smirnoff). **d**, **e** Pri-miR-29-2 expression pattern in *N. furzeri* brain. **d** Pri-miR-29-2 signal (red) and HuC/D expression (green) in the optic tectum (TeO). Pri-miR-29-2 shows a nuclear staining and a co-localization with neuronal marker HuC/D along the periventricular gray zone (PGZ), white arrows show neurons in the optic tectum (TeO) negative for pri-miR-29-2. Scale bar = 50 μm. Cerebellum overview picture (**e**) shows a clear and strong expression of pri-miR-29-2 just in the granular cell layer (GCL), it is instead absent in the Purkinje cell (white arrow) and molecular layer (ML). Scale bar 100 μm

### Genetic repression of mir-29

We generated transgenic zebrafish and *N. furzeri* overexpressing a competitive miR-29 inhibitor and evaluated the global effects of miR-29 antagonism on gene expression in adult life. We used a well-established strategy by fusing to the eGFP CDS a 3′-UTR bearing seven repetitions of a miR-29 binding site to generate a transcript that scavenges endogenous miR-29 (miR-29-sponge). As a first step, we tested whether miR-29-sponge mRNA was directly targeted by miR-29 family members by co-injecting its mRNA along with RFP control mRNA and miR-29 mimics into zebrafish embryos. At 24 hours post-fertilization (hpf), injected embryos were dissociated and the relative eGFP/RFP fluorescent ratio in dissociated cells was measured by fluorocytometry (according to [48]) (Fig. 2a). A strong repression of eGFP signal was induced by miR-29 mimics (Fig. 2b). We further generated a transgenic zebrafish line where miR-29-sponge expression was controlled by 5.3 kb of *D. rerio* actin beta 2 promoter *tg(actb2:eGFP-sponge-29)* (Fig. 2c) to evaluate the biological activity of sponge-29 in vivo. For this purpose, we took advantage of the extremely low expression of miR-29 during the first 2 days of embryonic development [49] and injected increasing doses of miR-29a or miR-29b mimics (~100, ~150, and ~200 pg) both in wild-type and in *tg(actb2:eGFP-sponge-29)* zebrafish embryos. Both mimics induced similar effects in wild-type embryos and 200 pg of mimic were sufficient to induce overt morphological defects like brachyury, microcephaly, and microphthalmia. The percentage of defective embryos induced by miR-29 mimics was much lower in the *tg(actb2:eGFP-sponge-29)* line (Fig. 2d, e). To assess the effects of sponge-29 on gene regulation, we injected doses that were not inducing morphological defects (100 and 150 pg of mimics) and analyzed two well-validated miR-29 targets: *Elna1* (elastin) and *Col11a1a* (collagen type XI, alpha 1a), both highly expressed in embryos and bearing in their 3′-UTR four and two predicted target binding sites, respectively (Additional file 1). We observed a dose-dependent down-regulation of these transcripts in wild-type, but not in *tg(actb2:eGFP-sponge-29)* injected embryos (Fig. 2f, g). All these data support the notion that genetically modified fish with stable sponge-29 overexpression counteract miR-29-induced gene regulation in vivo. Since pri-miR-29-2 is mainly expressed in neurons, we decided to antagonize miR-29 activity specifically in neuronal cells and evaluate the effects on global gene expression. To this end, we isolated from zebrafish genomic DNA a 3.1 kb fragment of the neuronal specific promoter Dre-kif5aa (kinesin 5aa), thus generating the transgenic line *tg(kif5aa:eGFP-sponge-29)*. This kif5aa promoter fragment was sufficient to maintain the expression of eGFP-sponge-29 throughout life both in zebrafish and *N. furzeri*. Since zebrafish life expectancy is about 5 years [50], we decided to generate a stable line in the short-lived turquoise killifish in order to more rapidly investigate the consequences of miR-29 depletion during adult life. To this end, we used the MZM-0410 strain with a median lifespan of approximately 7 months [51]. *N. furzeri* F1 fish exhibited a stable expression over time (Fig. 2h, i) and a double labeling with eGFP and HuC/D proved the neuronal specificity of the expression pattern (Additional file 2). We did not observe any macroscopic defect, but did observe a reduced fertility and reduced post hatch survival, which limited the number of animals that could be analyzed. It should be noted that a full knock-out of miR-29 is postnatally lethal in the mouse [17], so reduced viability is expected and the fact that some transgenic fish reached adulthood could be due to the incomplete antagonism of miR-29 by sponge-29.

**Fig. 2:**
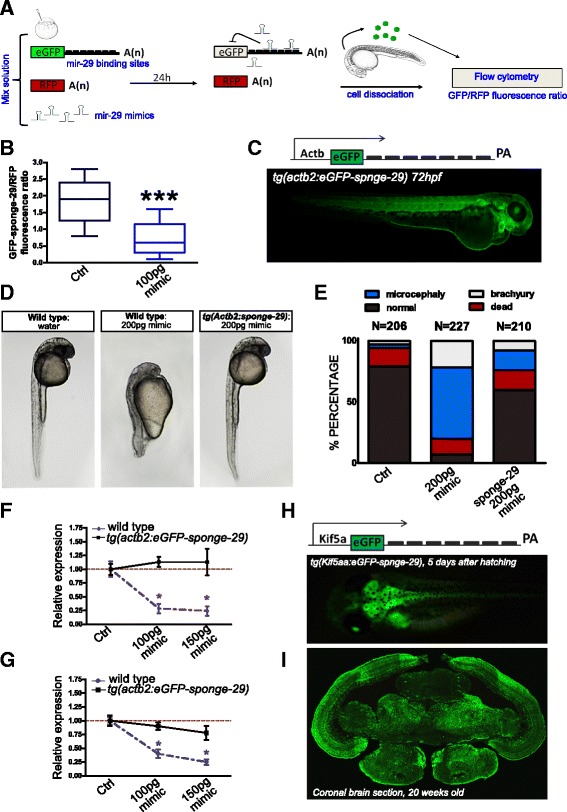
Generation of mir-29 loss of function *N. furzeri*. **a** Scheme of the reporter assay for miR-29 activity. Green fluorescent protein (GFP) mRNA carrying multiple miR-29 binding sites is injected in one-cell stage zebrafish embryos along with red fluorescent protein (RFP) mRNA, as a loading control, and miR-29 mimics. Control embryos are injected with same mix without miR-29 mimics. Binding of miR-29 mimics to reporter mRNA causes repression of GFP signal. At 24 hours post injection embryos are dissociated (n = 30–40) and cells relative fluorescence is read by flow cytofluorescence. **b** Fluorescence cell analysis. MiR-29 mimics strongly reduced eGFP-sponge signal (***P < 0.001, T-test). Whisker plots indicate the 10%, 25%, median, 75%, and 90% ranges. **c** On the top the expression cassette, consisting of 5.3 kb of zebrafish actb2 promoter, eGFP fused to a synthetic 3′-UTR containing seven repetitions of miR-29 binding site, and a SV40 late poly-A tail is reported. A *tg(actb2:eGFP-sponge-29)* F1 embryo generated by Tol2-mediated transgenesis is shown at the bottom. **d**, **e** Wild-type and F1 transgenic zebrafish were injected with 200 pg of miR-29a or miR-29b mimics at the one cell stage, control embryos were injected with water and red phenol only. Picture (**d**) shows representative control embryos, wild-type embryos +200 pg mimics, transgenic embryos + 200 pg mimics at 24 hpf. Stacked bar chart (**e**) represent the percentages of embryos with different phenotypes (normal, death, microcephaly, and brachyury) in the three conditions. **f**, **g** Expression level at 24 hpf of *Col11a1*, *Elna*, *Ireb2*, and *Tfr1a* upon miR-29 mimic injections. One-stage wild-type and sponge-29 line were injected with different doses (100 and 150 pg) of microRNA mimics and the expression level determined by RT-qPCR. Statistical significance was assessed by one-way ANOVA with post-hoc Tukey’s test (*P < 0.05), the analysis was performed on total RNA extraction from 30–40 embryos for each condition. Error bars indicate standard errors of means. **h** Schematic representation of sponge expression cassette driven by 3.1 kb of kif5aa promoter and the *tg(kif5aa:eGFP-sponge-29)* f1 killifish embryo, 5 days after hatching. **i** eGFP immunodetection on *tg(kif5aa:Egfp-sponge-29)* 20-week-old killifish brain section

### MiR-29 antagonism mimics aging-induced gene regulation in *N. furzeri* brain

We analyzed the global gene expression profile in F1 sponge-29 transgenic fish through RNA-seq. Our previous RNA-seq analysis of transcriptome regulation during aging in the turquoise killifish brain showed that the most relevant change in global gene expression occurs between 5 and 12 weeks [46]. Here, we decided to compare the expression profile of 12-week-old transgenic fish with 12-week-old wild-type fish, using four biological replicates for the experimental group. 

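RNA from the brain of 4 sponge-29 fish and 4 wild-type fish, all at an age of 12 weeks, was made into libraries with Illumina's TruSeq RNA kit and sequenced. The sponge-29 line carries a transgene under the neuronal kif5aa promoter whose transcript holds binding sites for miR-29, so that the microRNA is sequestered from its targets. The authors mapped the single reads with Tophat, counted them on genes with featureCounts, and deposited the counts of 23546 genes without normalization, together with RPKM values, which are scaled to gene length and sequencing depth. Between 21665735 and 24902251 reads were counted on genes in each wild-type fish, with a median of 23540597, and between 18014090 and 21081878 in each sponge-29 fish, with a median of 19655448. The totals of the groups did not overlap (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 fish against 4 allow). The paper gives approximately 40 to 50 mio reads sequenced per sample, and the values here rest on the reads counted on genes. Libraries are named by the numbers of the deposited table, from 42 to 45 for wild-type and from 46 to 49 for sponge-29. Genes with low counts were left out by edgeR's filterByExpr function, which left 19536 genes, and library sizes were scaled by the TMM method, with factors from 0.979 to 1.02. Each gene was then tested with edgeR's quasi-likelihood F-test, and p-values were adjusted by the Benjamini-Hochberg method over these genes. Normalized counts are given as CPM (counts scaled to library size), as mean ± SD over the 4 fish of a group. The biological coefficient of variation between fish of the same group was 22.8%. No pair of libraries was close enough to be a single library deposited again, since the smallest chi-square per degree of freedom between libraries of a group was 9.66. The first principal component of log2 CPM (27.4% of the variance) did not separate the groups, and the second (26.1%) did (exact permutation test, two-sided, p = 0.0286). Gene symbols are those that Additional files 3 and 5 pair with 1418 of the identifiers. The copy of Additional file 3 used here lists 1303 genes, against the paper's 1305. The sponge transcript and miR-29 itself were not analysed here, so the group of each fish rests on the labels.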

We detected 1305 differentially-expressed genes (DEGs, FDR < 0.05, edgeR, Additional file 3). 

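In the deposited counts, 2341 genes (12.0% of those tested) had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 1201 were higher and 1140 lower in sponge-29, with a median absolute log2 fold change of 0.43. The 4 sponge-29 fish all lay on one side of the 4 wild-type fish for 2263 of them. Over all genes tested, 21.9% separated the groups in this way, against 2.86% by chance. The count moved most with the threshold, since 16 genes had an adjusted p below 0.01. It was also low when single libraries were left out, with 427 genes without wild-type library 45 and 441 without sponge-29 library 47. Of the 1303 genes listed in Additional file 3, 1234 were among the DEGs here and 1299 had the listed sign. The listed genes have an FDR of at most 0.0159 and an absolute log2 fold change of at least 0.34. Their likelihood ratios point to another edgeR test, so the paper's count and the 2341 do not rest on like limits. With these limits, 398 genes passed in the quasi-likelihood test. Among DEGs that separated the groups, the largest rise was that of Nfu_g_1_017979, from between 0.0796 and 0.213 CPM in the 4 wild-type fish to between 3.46 and 6.50 CPM in the 4 sponge-29 fish, a log2 fold change of 5.06 (standard error 0.36, adjusted p = 0.00171, same edgeR test). Nfu_g_1_023521 had at most 3 counts in every wild-type fish and was at least 8.37-fold higher in sponge-29. The largest falls were those of Nfu_g_1_011937, with a log2 fold change of -4.27 (standard error 1.08), and Nfu_g_1_011933, with -3.57 (standard error 0.84). Of the fits that left out 1 library, 1 of 8 called the former and 2 of 8 the latter. The gene shmt1 (Nfu_g_1_019840) fell from 14.1 ± 0.845 to 1.91 ± 0.798 CPM (SD, n = 4), a log2 fold change of -2.89 (standard error 0.27, adjusted p = 0.00494, same edgeR test).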

KEGG pathway analysis revealed an over-representation among up-regulated genes of terms involved in energy production processes such as oxidative phosphorylation and TCA cycle as well as ribosome biogenesis, lysosome, phagosome, and endoplasmic reticulum functions and downstream p53 effectors (Fig. 3a) and an overrepresentation among down-regulated DEGs for terms involved in biosynthesis and catabolism of biomolecules, extracellular remodeling, circadian rhythm and the following pathways: JAK-STAT, MAPK, WNT, and Notch (Fig. 3b, complete KEGG pathway analysis is reported in Additional file 4). Several of these pathways were previously reported to be regulated in the *N. furzeri* brain during aging (see [46, 47]). 

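Symbols were at hand only for genes listed in the additional files, so the over-representation was not recomputed, and the members of some of these pathways that Additional file 3 names were examined one by one in the deposited counts. That file lists genes chosen as changed on these same libraries, so the directions and calls of its members were largely fixed beforehand and are not independent evidence for a pathway. The 9 members of oxidative phosphorylation were all higher in sponge-29, with log2 fold changes from 0.34 (cox4i1) to 0.51 (cox6b1), and all 9 had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the TCA cycle, IDH2 and idh3g were higher, with log2 fold changes of 0.38 and 0.34. The 4 lysosomal members gm2a, lamp1, gaa and arsa were higher, with log2 fold changes from 0.41 to 0.48. All 9 members of the Notch pathway were lower, from -0.65 (ep300b) to -0.36 (ctbp1). Of 14 identifiers of the extracellular matrix, of which hspg2 has 3 and lama5 has 2, 13 were lower and that of itgb4 was higher (log2 fold change 0.48), and 12 of the 14 passed the threshold. Among circadian genes, per2 (-0.41) and clock (-0.54) were lower, while bhlhe41 (0.66), cry1b (0.62), bhlhe40 (0.38) and rorca (0.47) were higher. The members of oxidative phosphorylation were short (median length 510 bases) and those of the Notch pathway long (median length 8542 bases), and with the trend of counts with gene length removed, 6 of the 9 genes of either list passed the threshold. With the same trend removed, 6 of the 14 extracellular matrix identifiers passed it. The other pathways were not analysed here.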

Remarkably, the majority of these pathways showed the same direction of regulation during aging and in response to miR-29 antagonism (red asterisk, Fig. 3a, b) and only a minority showed opposite directions of regulation (black asterisk, Fig. 3a, b). Moreover, in a longitudinal study of *N. furzeri*, Baumgart et al. [52] reported that a higher expression of genes belonging to the oxidative phosphorylation, phagosome, lysosome, ribosome biogenesis, and RNA transport pathways is negatively correlated with lifespan. On the other hand, higher expression of extracellular matrix-receptor interaction genes is positively correlated with lifespan [52]. Therefore, our results indicate that miR-29 antagonism induces an up-regulation of those pathways negatively correlated with lifespan (marked with a grey minus in Fig. 3a, b), with the exception of RNA transport and spliceosome pathways and a down-regulation of the only pathway positively correlated with lifespan (marked with a plus in Fig. 3a, b). Among up regulated DEGs, we found 25 genes negatively correlated and 3 positively correlated with lifespan (Fig. 3c); among down-regulated DEGs, we found 9 genes negatively correlated and 15 positively correlated with lifespan (Fig. 3c). We interpret these data as a signature of accelerated aging. To corroborate our hypothesis, we compared the effects of aging and miR-29 antagonism at the individual gene level. We intersected the sets of DEGs of sponge-29 transgenic fish and aging (obtained by comparing gene expression of 5- vs. 39-week-old fish; [46]). The intersection contains 525 genes (Fig. 3d) and 456 (~87%) show the same direction of regulation in aging and miR-29 sponge (*P* < 10^–16^, χ^2^ test). Of those, 225 are up-regulated (Type 1 genes, Fig. 3e, Additional file 5) and 231 are down-regulated (type 3 genes, Fig. 3e, Additional file 5) in both conditions (aging and miR-29 antagonism). 

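All 525 genes of Additional file 5 were tested in the deposited counts, and their sponge-29 log2 fold changes were set beside the aging log2 fold changes that the paper lists there. The sign was the same for 461 genes (87.8%), of which 225 were higher and 236 lower in both comparisons (Fisher's exact test of the signs, two-sided, p = 5.37e-75). Since genes are not independent replicates and the list was chosen on these libraries, this p describes the list. Restricted to the 386 genes with an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the sign was the same for 347 (89.9%). Of the 525 genes, 388 are also listed in Additional file 3, and 349 of these (89.9%) had the same sign. The other 137 are not listed there, and 112 of them (81.8%) had the same sign. Across the listed genes, Pearson's r between the log2 fold changes was 0.66 and Spearman's rho 0.61. The aging log2 fold change was itself related to gene length (Spearman's rho of -0.38 across the listed genes), and the share with the same sign was 89.7%, 88.6% and 85.1% from the shortest to the longest of 3 equal classes of gene length. The paper reads the pathway changes as a signature of accelerated aging and sets the shared direction of single genes beside that reading.

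**Figure D1:**
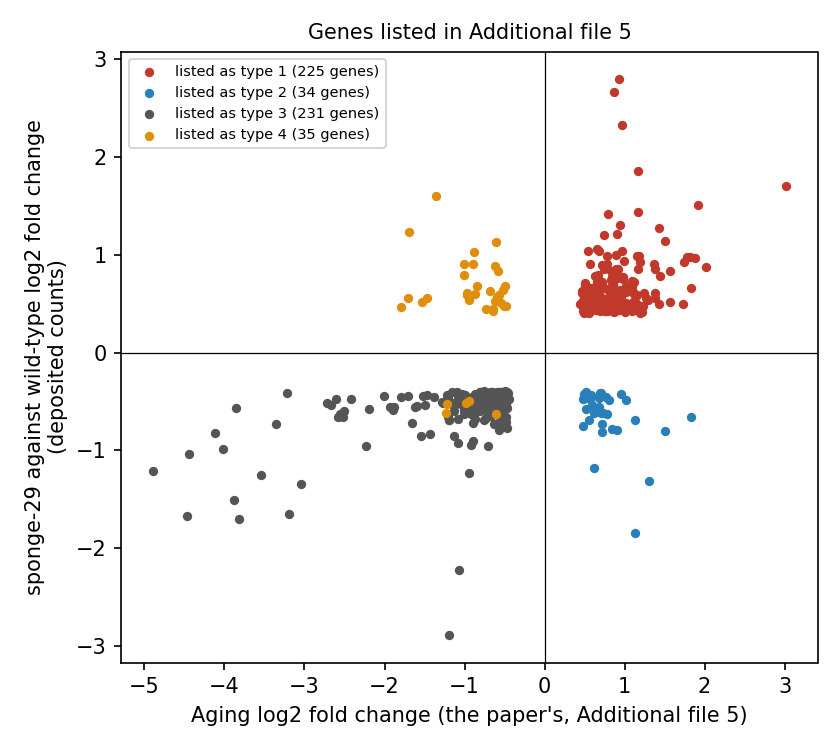
Sponge-29 log2 fold change from the deposited counts (vertical axis) against the paper's aging log2 fold change (horizontal axis) for the 525 genes of Additional file 5, 1 point per gene, coloured by the listed type. The lower left and upper right quadrants hold 236 and 225 genes, and 5 genes listed as type 4 lie below 0 on the vertical axis.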

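All 225 genes listed as type 1 were higher in sponge-29 in the deposited counts, with a median log2 fold change of 0.56, and all 231 genes listed as type 3 were lower, with a median of -0.51. In edgeR's quasi-likelihood test, 179 of the type 1 and 164 of the type 3 genes had a Benjamini-Hochberg adjusted p below 0.05. All 4 sponge-29 fish lay on one side of all 4 wild-type fish for 182 type 1 and 186 type 3 genes. Type 1 genes had a median length of 1867 bases and type 3 genes of 5412 bases.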

Only 68 genes (~13%) showed opposite regulation: 34 down-regulated in sponge-29 and up-regulated during aging (type 2, Fig. 3e, Additional file 5) and 34 with the opposite behavior (type 4, Fig. 3e, Additional file 5). Furthermore, we assessed the expression profile of genes with a conserved predicted binding site for miR-29. To this end, we retrieved a list of *D. rerio* 548 predicted targets (score ≤ –0.30) from TargetScanFish 6.2 [53]. Out of those, 38 genes were DEGs in kif5a: sponge-29 *N. furzeri* fish; 28 up-regulated and 10 down-regulated (Additional file 6a). 

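The 34 genes listed as type 2 were all lower in sponge-29 in the deposited counts, with a median log2 fold change of -0.57, and 23 of them had an adjusted p below 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg). Additional file 5 lists 35 genes as type 4. Of these, 30 were higher in sponge-29 and 5 were lower, namely kdm6bb, dot1l, grip1, lamc1 and tfr1a. The same test called 20 of the type 4 genes, and 25 of them separated the 4 fish of either group without overlap.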

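The copy of Additional file 6 used here lists 27 up-regulated targets, against the paper's 28, and 10 down-regulated ones. Of the 27 symbols, 21 are paired with an identifier in Additional files 3 and 5, and hbp1 with a pair of them, which gives 22 identifiers. The 6 symbols without an identifier were not analysed here. In the deposited counts, 10 of these 22 were higher and 12 lower in sponge-29, with log2 fold changes from -0.86 to 0.93. An adjusted p below 0.05 over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was reached by 17 of them, 6 higher and 11 lower. All 10 listed down-regulated targets were lower, and 8 of them reached this threshold. All 32 identifiers passed when adjusted over the list alone, which is not independent evidence, since the list was chosen on these libraries. The targets that were lower among those listed as up-regulated had a median length of 5790.5 bases, and those that were higher of 2617.5 bases. With the trend of counts with gene length removed, the number that was higher stayed at 10. Of the 32 identifiers, the number past the threshold fell to 7 without wild-type library 45 and to 8 without sponge-29 library 47. The rules of the counting on strand and on multiple mapping are not given in the paper's text, so the values of any near-identical gene copies are uncertain. Whether the pair named hbp1 is such a case was not tested.

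**Figure D2:**
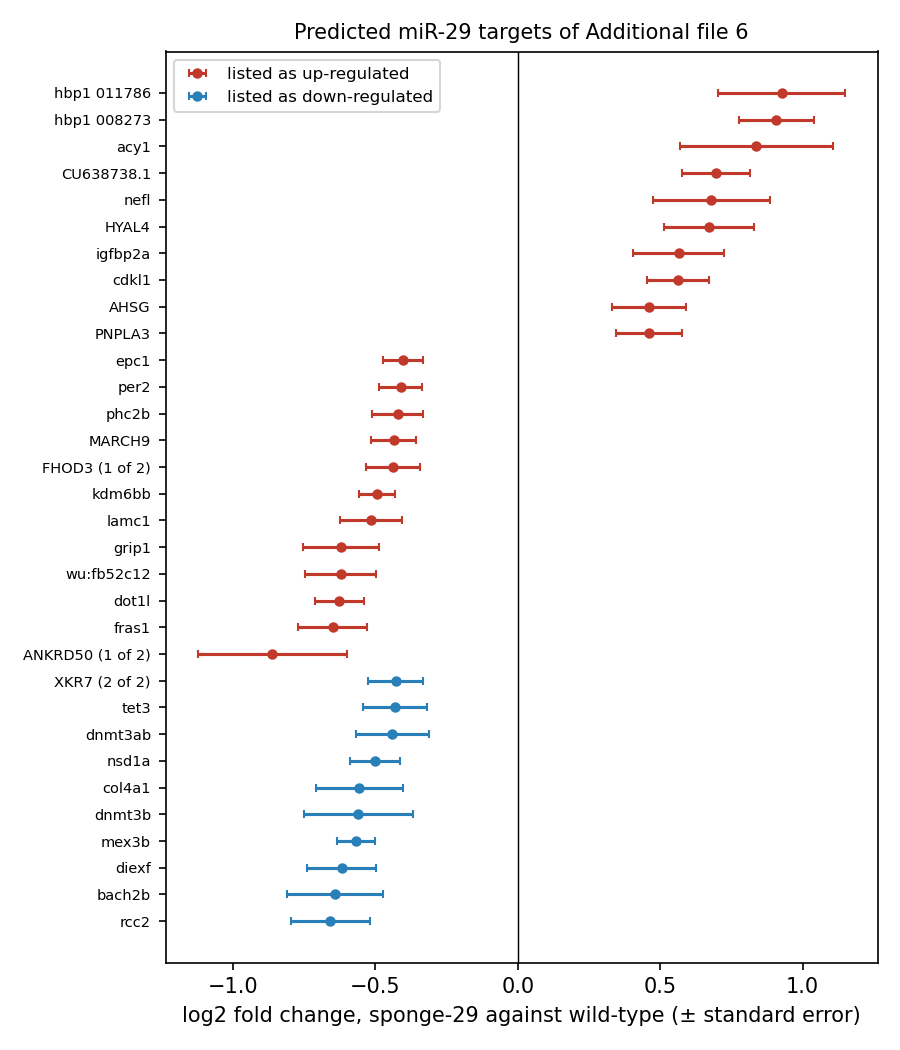
Log2 fold change of sponge-29 against wild-type (horizontal axis) for the 32 identifiers of the targets of Additional file 6, 1 per line, with bars of ± 1 standard error from edgeR and colours by the listed direction. Of the 22 listed as up-regulated, 10 lie to the right of 0 and 12 to the left, and all 10 listed as down-regulated lie to the left.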

A total of 22/28 *N. furzeri* ortholog up-regulated genes exhibited a conserved binding site (Additional file 6b). For 10/28, the miR-29 predicted binding site was conserved also in the mouse and human orthologs and for 5 of these an interaction with miR-29 was observed also by cross-linking immunoprecipitation (CLIP)-seq (Additional file 6b). Among these, we found genes involved in epigenetic reprogramming (Lysine-Specific Demethylase 6B (KDM6BB), DOT1-like, histone H3 methyltransferase (DOT1L), Enhancer of polycomb homolog 1 (EPC1)), glutamate metabolism (glutamate receptor-interacting protein 1 (GRIP1)), and IGF1 signaling (insulin-like growth factor binding protein 2a (IGFBP2A)), consistent with the known biological actions of miR-29 reported in the literature. 

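In the deposited counts, kdm6bb (Nfu_g_1_005157) was lower in sponge-29, with 374 ± 24.3 CPM against 527 ± 11.3 CPM in wild-type (SD, n = 4), a log2 fold change of -0.49 (standard error 0.06, adjusted p = 0.0103, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The level of dot1l (Nfu_g_1_018615) was 74.4 ± 7.23 CPM against 115 ± 8.32 CPM, a log2 fold change of -0.63 (standard error 0.09, adjusted p = 0.0110, same edgeR test). For epc1 (Nfu_g_1_011250), 87.6 ± 4.47 CPM in sponge-29 and 116 ± 8.13 CPM in wild-type gave a log2 fold change of -0.40 (standard error 0.07, adjusted p = 0.0137, same edgeR test). These 3 genes stayed past the threshold in all 8 fits that left out 1 library. The level of grip1 (Nfu_g_1_011723) was also lower, with 49.0 ± 8.97 CPM against 75.4 ± 7.50 CPM and a log2 fold change of -0.62 (standard error 0.13, adjusted p = 0.0249, same edgeR test), and it was called in 3 of those 8 fits. In contrast, igfbp2a (Nfu_g_1_003732) was higher, with 59.0 ± 6.44 CPM against 39.8 ± 8.76 CPM and a log2 fold change of 0.57 (standard error 0.16, adjusted p = 0.0505, same edgeR test). The likelihood ratio test of edgeR gave igfbp2a a Benjamini-Hochberg adjusted p of 0.0270. For each of the 5 genes, the fish of both groups did not overlap (exact permutation test, two-sided, p = 0.0286).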

Curiously, among the down-regulated DEGs, we found well-known mammalian miR-29 targets such as Ten-eleven translocation methylcytosine dioxygenase 3 (TET3), DNA (cytosine-5)-methyltransferase 3ab (DNMT3AB), and collagen type IV alpha 1 (COL4A1) (Additional file 6c). Thus, we examined the effect of aging on conserved miR-29 predicted targets. 

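The count of tet3 (Nfu_g_1_009247) was 133 ± 19.9 CPM in sponge-29 and 180 ± 17.3 CPM in wild-type (SD, n = 4), a log2 fold change of -0.43 (standard error 0.11, adjusted p = 0.0399, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). That of col4a1 (Nfu_g_1_005913) was 50.2 ± 7.21 against 73.8 ± 14.9 CPM, a log2 fold change of -0.56 (standard error 0.15, adjusted p = 0.0458, same edgeR test). For dnmt3ab (Nfu_g_1_019101), 40.6 ± 3.55 against 55.1 ± 10.1 CPM gave a log2 fold change of -0.44 (standard error 0.13), and its adjusted p of 0.0557 in the same edgeR test was above the threshold. All 4 sponge-29 fish lay below all 4 wild-type fish for each of the 3 genes. With 1 library left out in turn, tet3 was called in 2 of 8 fits, and col4a1 and dnmt3ab in 1 of 8 each. With the gene-length trend removed, the log2 fold change of tet3 was -0.25 (adjusted p = 0.0992, same edgeR test) and that of col4a1 -0.46 (adjusted p = 0.106, same edgeR test).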

Of 22 up-regulated targets, 6/22 are type 4 genes (Fig. 3e) and 12/22 were not regulated by aging, indicating that those miR-29 could directly influence their expression by regulating transcript stability. On the other hand 4/22 up-regulated targets and 9/10 down-regulated targets were type 1 and type 3 genes (Fig. 3e, Additional file 6b, c), i.e., showed the same direction of regulation during aging and in response to miR-29 antagonism, indicating that, for these genes, the global effect of miR-29 depletion on aging-dependent gene expression is prevalent over the target-specific effect of miR-29.

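Additional file 6 marks 6 of the listed up-regulated targets that have an identifier as type 4. In the deposited counts, 4 of them were lower in sponge-29, namely kdm6bb, dot1l, grip1 and lamc1, and acy1 and nefl were higher. The level of lamc1 (Nfu_g_1_012946) was 61.0 ± 5.28 CPM in sponge-29 against 87.1 ± 12.2 CPM in wild-type (SD, n = 4), a log2 fold change of -0.51 (standard error 0.11, adjusted p = 0.0244, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the gene-length trend removed, its log2 fold change was -0.40 (adjusted p = 0.0590, same edgeR test), and it was called in 4 of the 8 fits that left out 1 library. For acy1 (Nfu_g_1_020776), 17.2 ± 6.77 against 9.61 ± 2.19 CPM gave a log2 fold change of 0.84 (standard error 0.27), and for nefl (Nfu_g_1_008939), 87.1 ± 13.9 against 54.3 ± 17.1 CPM gave 0.68 (standard error 0.21). Neither passed the threshold of the same edgeR test (adjusted p = 0.0721 for acy1 and 0.0618 for nefl). Of the 11 up-regulated targets with an identifier and no type, 3 were higher and 8 lower. Identifiers were matched by symbol, whether or not the binding site is conserved. They are therefore not the set behind the paper's fractions.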

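The type 1 targets PNPLA3, hbp1, cdkl1 and HYAL4 have 5 identifiers, all of which were higher in sponge-29 in the deposited counts and had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Their log2 fold changes were 0.46 for PNPLA3 (standard error 0.12), 0.56 for cdkl1 (standard error 0.11) and 0.67 for HYAL4 (standard error 0.16). The pair of identifiers of hbp1 had 0.91 (Nfu_g_1_008273, standard error 0.13) and 0.93 (Nfu_g_1_011786, standard error 0.22). All 9 type 3 targets were lower, from -0.66 (rcc2) to -0.43 (tet3), and 7 of them passed the threshold. The type 3 targets with an adjusted p above it were dnmt3ab and dnmt3b, and the fish of both groups overlapped only for dnmt3b (log2 fold change -0.56, standard error 0.19, adjusted p = 0.0850, same edgeR test).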

**Fig. 3:**
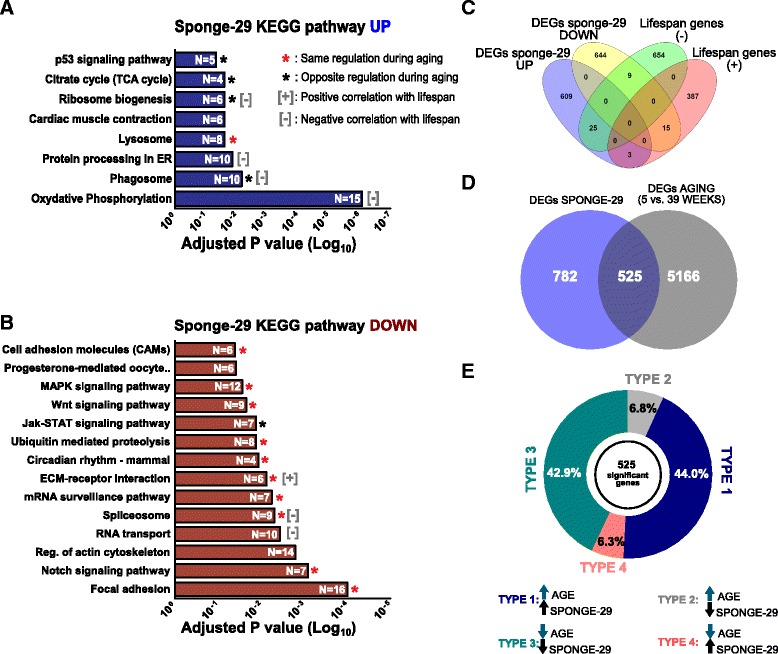
MiR-29 antagonism partially recapitulates aging. **a, b** KEGG pathway overrepresentation analysis on DEGs (FDR ≤ 0.05). The red and black asterisks indicate categories of DEGs regulated with age in the brain (from [47]). Red colored asterisk indicates categories that exhibit the same direction of regulation in both aging and *tg(kif5aa:eGFP-sponge-29)*. Black colored asterisk indicates those with opposite regulation. Gray plus and minus symbols represent categories that positively and negatively correlates with lifespan respectively (from [52]) **c** Venn diagram illustrating the intersection between up and downregulated DEGs in sponge-29 and genes positively and negatively correlated with lifespan, respectively (*P* = 0.0007 and *P* = 0.0049, Fisher exact test). **d** Venn diagram illustrating the intersection between DEGs during aging and DEGs in sponge-29. **e** Correlation analysis of fold-changes of genes in the intersection shown in (**d**). Pie chart represents the fraction of genes coherently or incoherently regulated by aging and sponge-29

### Mir-29 affects iron homeostasis via regulation of IRP2

The observed transcriptomic signature of accelerated brain ageing induced by miR-29 antagonism is likely due to dysregulation of multiple pathways. However, KEGG pathway analysis retrieved a consistent overrepresentation of terms related to energy production processes, in particular mitochondria processes such as oxidative phosphorylation and TCA cycle. Further, among type-4 genes, i.e., genes normally downregulated during aging but up-regulated in sponge-29 transgenic fishes, we noticed genes that have a key-role in the regulation of iron homeostasis or heme synthesis such as transferrin (*TF*), transferrin receptor (*TFR1A*), the ferroxidase ceruloplasmin (*CP*), and the heme transporter *SCL22A4*. 

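In the deposited counts, transferrin (tfa, Nfu_g_1_020367) had 7721 ± 1157 CPM in sponge-29 and 4115 ± 1194 CPM in wild-type (SD, n = 4), a log2 fold change of 0.91 (standard error 0.22, adjusted p = 0.0353, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 4 sponge-29 fish had a higher level than all 4 wild-type fish (exact permutation test, two-sided, p = 0.0286). With 1 library left out in turn, its log2 fold change lay between 0.72 and 1.03, and its adjusted p was below 0.05 in 2 of 8 fits. The transferrin receptor tfr1a (Nfu_g_1_020593) was lower in sponge-29, with 78.4 ± 19.5 CPM against 113 ± 8.88 CPM, a log2 fold change of -0.52 (standard error 0.16, adjusted p = 0.0623, same edgeR test). The groups overlapped for tfr1a (exact permutation test, two-sided, p = 0.0571), and its log2 fold change stayed negative in all 8 fits that left out 1 library, from -0.69 to -0.40. With the gene-length trend removed, it was -0.35 (adjusted p = 0.219, same edgeR test). Ceruloplasmin (cp, Nfu_g_1_002596) had 1175 ± 369 CPM against 769 ± 132 CPM, a log2 fold change of 0.61 (standard error 0.23, adjusted p = 0.107, same edgeR test; exact permutation test, two-sided, p = 0.114). The transporter slc22a4 (Nfu_g_1_022289) had 14.8 ± 3.46 CPM against 10.0 ± 1.73 CPM, a log2 fold change of 0.56 (standard error 0.19, adjusted p = 0.0800, same edgeR test; exact permutation test, two-sided, p = 0.0571). DESeq2 in place of edgeR gave all 4 genes an adjusted p below 0.05, with the same signs. The likelihood ratio test of edgeR called 2 of the 4, limma voom 1 and limma on log2(RPKM + 1) 0. In simulated counts DESeq2 made 60 false calls, against 11 for edgeR's quasi-likelihood test. From the change of these genes and the role of iron in mitochondria, the paper supposes that iron imbalance may contribute to the accelerated aging of sponge-29 fish. Its further evidence is higher IRP2 and TFR1A protein and more non-heme iron in sponge-29 brain, which RNA counts do not measure.

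**Figure D3:**
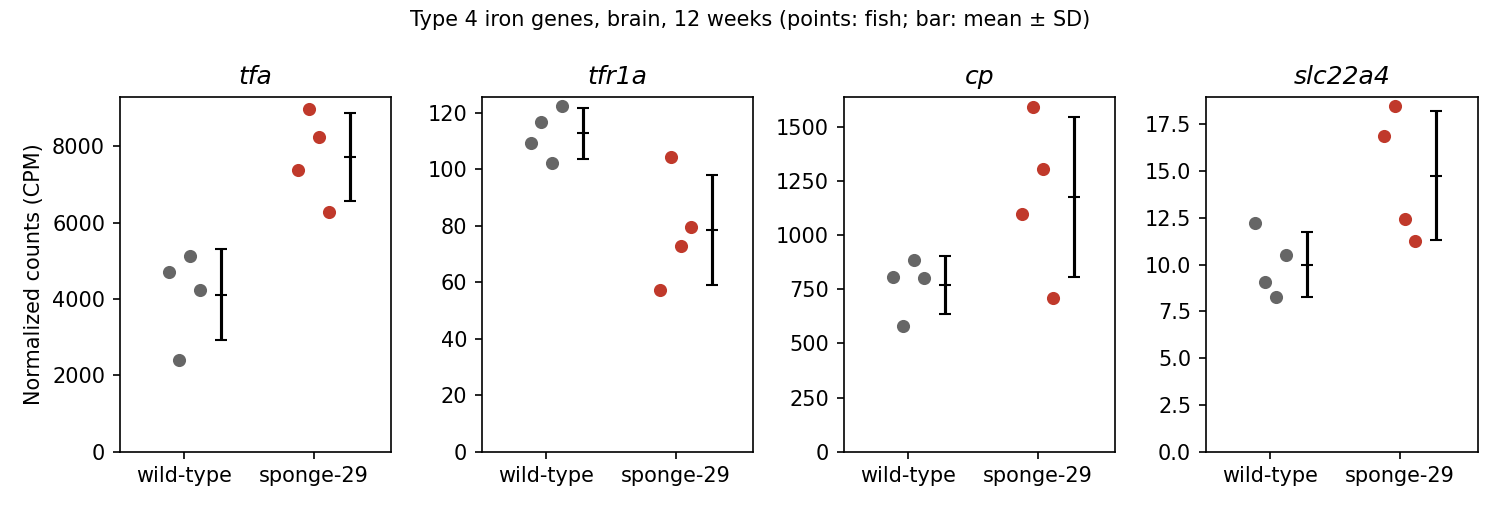
Normalized counts (CPM, vertical axes from 0) of tfa, tfr1a, cp and slc22a4 in the brain of 12-week-old wild-type and sponge-29 fish, with 1 point per fish and bars for mean ± SD (n = 4). The groups are apart for tfa, and the highest sponge-29 fish for tfr1a, at 104 CPM, lies above the lowest wild-type fish, at 102 CPM.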

Since iron is a key-molecule for mitochondria activity and energy production and iron imbalances have profound implications in the aging-induced dysfunctions and lifespan extension [31, 54, 55], we supposed that this specific process may contribute to the accelerated aging phenotype observed upon miR-29 loss of function. The dysregulation of *TFR1A* is particularly interesting for at least three different reasons: (1) TRF1A is the primary carrier responsible for iron import, (2) its expression is much higher in neurons than in glial cells in vivo [16], and (3) a meta-analysis of microarray studies identified *TFRC* (the mammalian orthologous of *TFR1A*) as the gene with the most robust age-dependent downregulation across multiple tissues and mammalian species and it is considered as part of a common transcriptional signature of aging [37]. We therefore investigated the presence of possible miR-29 binding sites in mRNAs coding for genes involved in iron homeostasis and noticed the presence of an 8 nt seed sequence in the 3′-UTR of the Iron-Responsive Element Binding Protein 2 (*Ireb2*) mRNA that is conserved across vertebrates (Fig. 4a). Accordingly, both miRanda [56] and TargetScan [57] retrieved *Ireb2* mRNA as a target for miR-29 in both fishes and mammals. In addition, StarBase supports a physical interaction of miR-29 and *Ireb2* 3′-UTR in human and mouse [58]. The *Ireb2* gene encodes for the protein IRP2 that, along with IRP1, is considered a master regulator of intracellular iron homeostasis. To demonstrate a direct regulation of *Ireb2* mRNA by miR-29 in fishes, we isolated the 3′-UTRs of *Ireb2* from zebrafish and *N. furzeri* cDNA and fused either of them with the eGFP coding sequence to generate a reporter construct; 100 pg of each reporter mRNA were co-injected in fertilized zebrafish embryos in combination with the same amount of control mRNA encoding for the red fluorescence protein (RFP) and 100 pg of dre-miR-29a or dre-miR-29b mimic. Control embryos were injected with the same mixture omitting the miRNA mimics. At 24 hpf, 30–40 injected embryos were digested and cell fluorescence was analyzed by cytofluorimetry to assess the relative eGFP/RFP fluorescence ratio. For both 3′-UTRs, the normalized eGFP fluorescence was significantly reduced in the presence of miR-29 mimics (Fig. 4b, Additional file 7). For both constructs, a mutation of three nucleotides in the putative target sequence of the 3′-UTRs abolished repression (Fig. 4b, Additional file 7). In addition, we performed a luciferase assay in the human HEK293T cell line to demonstrate direct targeting of *Ireb2* 3′-UTR by miR-29 in mammals. MiR-29 decreased luciferase activity of a reporter containing mouse *Ireb2* 3′-UTR and repression was abrogated by mutation of three nucleotides in the putative binding site (Additional file 7). Given the direct interaction between miR-29 and *Ireb2*, we tested whether *Ireb2* expression is reduced during aging. The variations in *Ireb2* expression are not significant at the level of mRNA, but are significant at the protein level (ANOVA for trend, Fig. 4c, d, see Additional file 8a for the individual blots). To investigate the impact of IPR2 downregulation, we analyzed the age-dependent expression of mRNAs coding for its direct targets: *Tfr1a*, *Scl11a2*, *Fth1a*, and *Slc40a1* (Fig. 4b). Consistently with IRP2 downregulation, expression of transferrin receptor (*Tfr1a*) and the solute carrier transporter 11a2 (*Slc11a2*) gene, directly involved in intracellular iron delivery, decreased with age (Fig. 4c). On the other hand, transcripts coding for ferritin heavy chain (*Fth1a*) and Ferroportin (*Slc40a1*), genes required for iron storage and discharge, were not significantly regulated (*P* > 0.05, ANOVA for trend and quadratic fitting Fig. 4c). Specific age-dependent downregulation of intracellular iron delivery genes is likely a direct result of iron accumulation, as the same specific regulation was observed in mammals [59]. To directly demonstrate iron accumulation during normal aging, we quantified brain non-heme iron concentration using a colorimetric assay [60] in fish of five age groups: at 5, 12, 20, 27 and 39 weeks. These age steps correspond to sexual maturity (5 weeks), young adult stage (12, 20 weeks), median lifespan (27 weeks), and exceptional survivors (39 weeks). From 5 to 39 weeks of age, non-heme iron amount increases almost 10-fold in fish brains (Fig. 4e). This datum was corroborated by histochemical Pearl’s staining with DAB intensification on brain sections. Increased labelling was apparent both in gray and white matter of 39-week-old fish (Fig. 4f). In mammals, iron loading negatively regulates IRP2 by inducing cytosolic FBXL5 accumulation that in turn induces IRP2 proteasomal degradation. Since iron accumulates during aging, we would expect to observe an age-dependent FBXL5 up-regulation along with IRP2 reduction but neither *Fbxl5* mRNA nor its protein were significantly modulated by age (Fig. 4g, h). Thus, the observed age-dependent downregulation of IRP2 cannot be mediated by FBXL5, but could be mediated by miR-29. We therefore quantified the expression of IRP2 and TFR1A in brains of wild-type and *tg(kif5aa:eGFPsponge-29)* fish at young adult (12-week-old) stage. Both proteins were found up-regulated in sponge-29 lines compared to control animals (Fig. 5a, b). In addition, we analyzed the regulation of IRP2 over time in fish overexpressing mir-29 sponge and found no significant reduction over time as opposed to the clear age-dependent regulation observed in wild-type fish (compare Fig. 4d with Fig. 5c, d, original blots are reproduced in Additional file 8b). Finally, we tested in zebrafish embryos whether miR-29 overexpression represses *Tfr1a* expression by microinjecting100 and 150 pg of miR-29 mimic in wild-type and *tg(actb2:eGFP-sponge-29)* embryos. No significant *Ireb2* mRNA downregulation was observed (Fig. 5e), but a significant reduction of *Tfr1a* mRNA was observed in wild-type embryos but not in *tg(actb2:eGFP-sponge-29)* embryos (Fig. 5f).

**Fig. 4:**
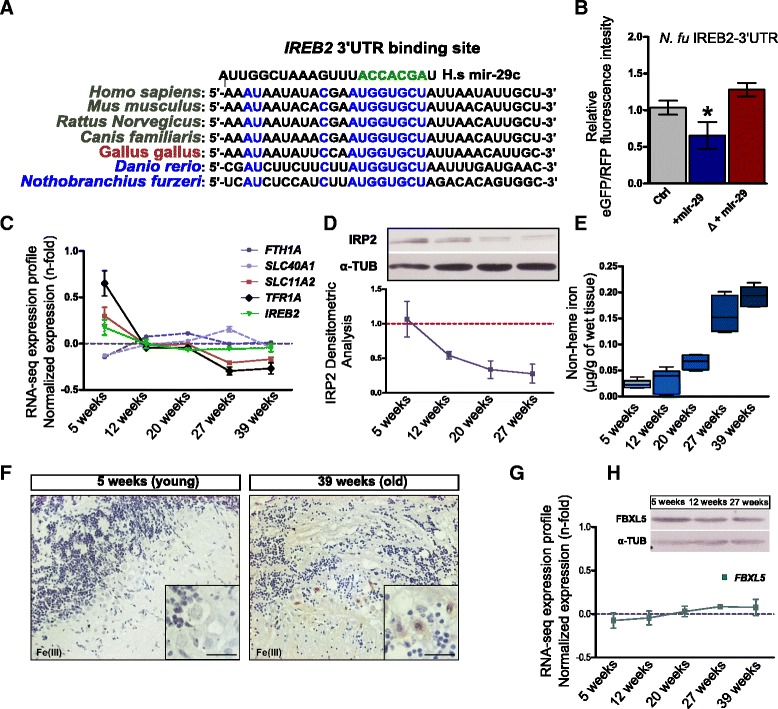
MiR-29 family targets *Ireb2* mRNA. **a** Presence of a putative binding site for miR-29 family in the *Ireb2* mRNA 3′-UTR sequence in several vertebrate species (*H. sapiens*: ENSG00000136381; *M. musculus*: ENSMUSG00000032293; *R. norvegicus*: ENSRNOG00000013271; *C. familiaris*: ENSCAFG00000001766; *G. gallus*: ENSGALG00000003171; *D. rerio*: ENSDARG00000021466; *N. furzeri*: Nofu_GRZ_cDNA_3_0193494), mammalian sequences are in black, birds in purple, and teleost fish in blue. Perfect match to positions 2–8 of the miR-29 seed sequence is highlighted in green and is present in all vertebrate sequences shown. **b** Expression of GFP assessed by cytofluorometric analysis. Fusion with *Ireb2* 3′-UTR of *N. furzeri*. The gray column reports the baseline fluorescence intensity of the construct without miR-29 mimic. The middle blue column reports the fluorescence with miR-29 mimic and the red column the fluorescence of a construct (Δ) where the putative binding site for miR-29 in the *Ireb2* 3′-UTR was mutated to destroy complementarity. Statistical significance of fluorescence difference between baseline and co-injection with miR-29 mimics was evaluated by Student’s t-test (* *P* < 0.05). **c** Age-dependent regulation of transcripts coding for key genes of iron metabolism, from Baumgart et al. [46]. One-way ANOVA for linear trend is reported for each gene: *Tfr1a* (R = 0.5009; *P* < 0.0001), *Scl11a2* (R = 0.3892; *P* < 0.01), *Fth1a* (R = 0.067; *P* = 0.11), *Slc40a1* (R = 0.078; *P* = 0.11), *Ireb2* (R = 0.141; *P* = 0.069). Expression values (in RPMKs) for each age were centered and scaled to the mean, n = 5 animals for age point. **d** Representative Western blot of IRP2 in brain extracts and densitometric analysis relative to Additional file 8a (Kruskal–Wallis test, *P* = 0.0216, *n* = 3 animal for each age point). α-TUBULIN was used as loading control. **e** Brain non-heme iron content (μg/g wet tissue) in fish of different ages. (One-way ANOVA: *P* < 0.0001). **f** DAB-enhanced Perls staining of the cerebellum of young and old fish. The black arrows point to labelled Purkinje cells. The inset in the bottom right corner of each picture shows a magnification of the Purkinje cell bodies. **g**, **h** Age-dependent expression of *Fbxl5* mRNA (ANOVA for linear trend: R = 0.1922, *P* = 0.0688) and western blot of FBXL5 in brain lysates at three age points (5, 12, and 27 weeks). α-TUB was used as loading control. For **b**, **c**, **d**, **e**, **g** mean ± standard errors of means is reported

**Fig. 5:**
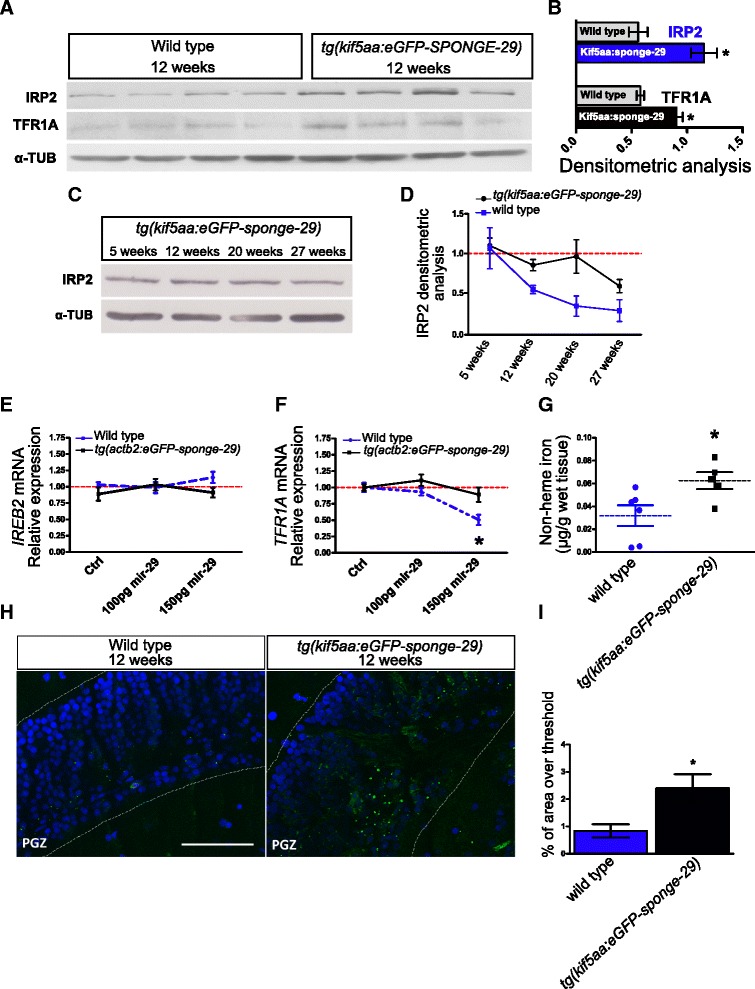
Genetic repression of miR-29 chronically affects iron homeostasis. **a**, **b** Western blot of IRP2 and TFR1A in 12-week-old *tg(kif5aa:eGFP-sponge-29)* (*n* = 4) and wild-type (*n* = 4) fish brain extracts and (**b**) relative densitometric analysis (*P < 0.05; **P < 0.01, Mann–Whitney U-test). **c** Representative Western blot of IRP2 in brain extracts of kif5a:sponge-29 at different ages (5, 12, 20, 27). In a–c α-TUBULIN was used as loading control. **d** Comparison of densitometric analysis calculated on Additional file 8a and b. The blue line represents IRP2 expression in *tg(kif5aa:eGFP-sponge-29)* animals, gray line represents expression in wild-type fish. Values were normalized to the mean of 5 weeks value (Kruskal–Wallis test, *P* = 0.0939, *n* = 3 animals for each age point). **e, f** Expression level at 24 hpf of *Ireb2* and *Tfr1a* upon miR-29 mimics injection. The expression level was determined by RT-qPCR. Statistical significance was assessed by one-way ANOVA with post-hoc Tukey’s test (*P < 0.05), the analysis was performed on total RNA extraction from 30–40 embryos for each condition. Error bars indicate standard errors of means. **g** Brain non-heme iron content (μg/g wet tissue) in kif5a:eGFP-sponge-29 (*n* = 5) compared to wild-type (*n* = 6) at age 12 weeks (*P < 0.05, Mann–Whitney U-test). **h** Representative images of lipofuscin accumulation in the optic tectum of 12-week-old kif5a:eGFP-sponge-29 and wild-type fish brains. Lipofuscin auto-fluorescent granules (green) were detected with ApoTome microscope, counterstained with DAPI (blue). Scale bar: 50 μm. **i** Quantification of lipofuscin density based on percentage of area over threshold, n = 6 (*P < 0.05; Mann–Whitney U-test)

Overall, these data strongly indicate that miR-29 is responsible for age-dependent downregulation of IRP2 in neurons that, in turn, reduces TFR1A expression. As a proof of principle that miR-29 could exhibit a conserved regulation of iron homeostasis also in mammals, we evaluated the expression of miR-29 and iron management genes during post-natal development in the mouse brain. A dramatic up-regulation of mature miR-29 members during the first 2 months of postnatal life was already described [16, 23]. We tested whether miR-29 increase correlates with *Ireb2* and *Tfr1a* downregulation. Using RT-qPCR, we quantified the expression of both miR-29 primary transcripts in postnatal day 0 (P0) and P60 mouse cerebral cortex. Both increased their expression more than 30 times (Additional file 9a) while *Ireb2*, *Tfr1a*, and *Scl11a2/DMT1* were significantly downregulated (Additional file 9b). In addition, during the preparation of this manuscript, Papadopulous et al. [18] reported that mice lacking one locus for miR-29 show up-regulation of *Ireb2*, lending further support to a direct regulation of IRP2 expression by miR-29 in vivo.

Neuronal-specific overexpression of IRP2 leads to mitochondria damage and pervasive oxidative stress [61]. Therefore, we assessed iron content and histochemical markers of damage in the sponge-29 transgenic line. Non-heme iron content was significantly increased as compared to wild-types at age 12 weeks (Fig. 5g). To assess whether increased iron induced oxidative stress we analyzed lipofuscin, an autofluorescent pigment that is primarily composed of cross-linked protein residues, generated by iron-catalyzed oxidative processes [62]. Lipofuscin deposition was quantified in the periventricular grey zone of the optic tectum, a brain region composed by tightly packed neuronal somata and that shows a strong expression of miR-29 (Fig. 1d) and was significantly increased in the sponge-29 line as compared to wild-type (Fig. 5h). Finally, gliosis was assessed as a nonspecific reactive change of glial cells in response to neuronal damage. Increased immunoreactivity for the glial markers GFAP and S100β was observed (Additional file 10).

Our data indicate that miR-29 upregulation with age reduces IRP2-TFR1A axis in neurons thereby reducing intracellular iron delivery and limiting iron-mediated neuronal damage.

### Iron loading induces miR-29 in neurons

To study the effects of iron on expression of miR-29 in neurons we employed murine stem-cell derived telencephalic neurons in vitro [63]. Incubation of murine neurons with either Fe(II) or Fe(III)-dextran induced an up-regulation of miR-29 (Fig. 6a, b). We then induced acute iron overload in adult fish by parental injection of 350 μg per gram of weight of Fe-dextran and monitored brain iron concentration and miR-29 expression up to 3 days post-injection (pi). Iron significantly accumulated in the brain 4 hpi (the first time point investigated) reaching a maximum at 8–12 hpi to slowly decrease (Fig. 6c, Additional file 11). We observed a delayed and significant increase of both the prevalent miR-29 primary transcript and miR-29a mature form, following the injection, starting at 24 hpi and reaching its maximum at 48 hpi (Fig. 6c, e; Additional file 11). In addition, iron overload caused up-regulation of miR-29 also in liver and muscle (Fig. 6d), suggesting a systemic effect. We then asked whether physiological steady-state levels of iron influence miR-29 expression by injecting i.p. 30 μg/g of the iron chelant deferoxamine (DFO). At 24 hpi, brain iron amount was reduced by 25% (Fig. 6f), we did not aim for stronger reduction of iron since this can have serious negative consequences on physiology. We monitored pri-miR-29-2 expression at 24, 48 and 72 hours after DFO injection and did not detect any differences despite reduced iron levels (Fig. 6g, Additional file 11), suggesting that lowering iron below physiological levels does not regulate miR-29. Finally, we replicated the iron-overload experiment and, after 4 hours, administered DFO. Delayed chelation of iron significantly reduced pri-miR-29 up-regulation (Fig. 6h; Additional file 11).

**Fig. 6:**
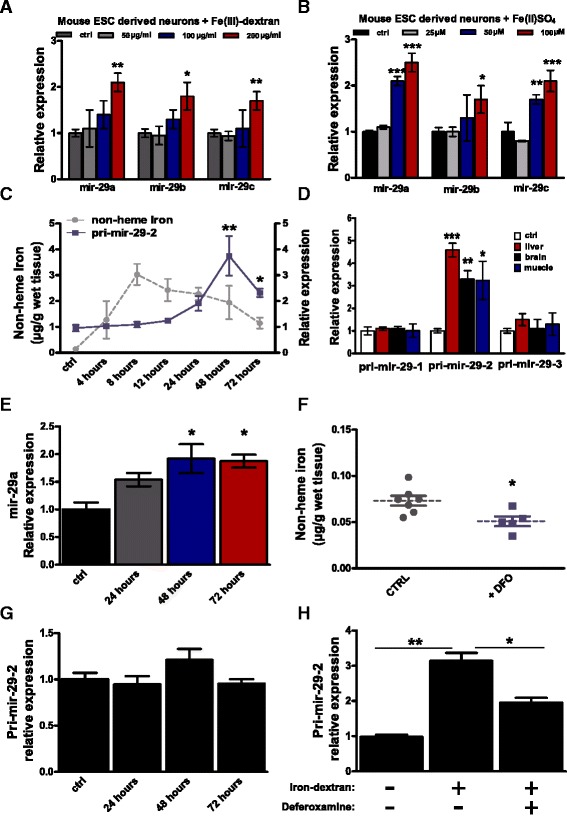
Iron overload induces miR-29 up-regulation in neurons and brain. **a**, **b** Modulation of miR-29 family members in murine neurons derived from mESCs incubated respectively with **a** 0, 50, 100, or 200 μg/mL of Fe(III)-dextran or with **b** 0, 25, 50, or 100 μM of Fe(II)SO_4_ for 72 hours (* *P* < 0.05; **P < 0.01; ***P < 0.001, one-way ANOVA with post-hoc Tukey’s test), *n* = 3 independent experiments performed in duplicates for each condition. **c** Time course of non-heme iron amount (quantified by colorimetric analysis) and pri-miR-29-2 expression level in fish brain (quantified by RT-qPCR) following intraperitoneal (i.p.) injection of 350 μg/g of iron dextran, control animals were injected with saline solution. Grey line represents iron amount, blue line represents pri-miR-29-2 relative expression level (setting the baseline to 1, *P < 0.05; **P < 0.01; one-way ANOVA with post-hoc Tukey’s test), *n* = 4 biological replicates for each point. **d** Relative expression of miR-29 primary transcripts (pri-mir-29-1, 2, 3) in liver, brain and muscle 48 hours following i.p. injection of 350 μg/g of iron dextran. Data were normalized on TBP expression and control animals relative expression was considered as baseline (***P < 0.001; **P < 0.01; *P < 0.05; Mann–Whitney U-test), *n* = 5 biological replicates. **e** Expression of mature N.fu-miR-29a at 48 hours after iron injection quantified by RT-qPCR (* *P* < 0.05; Mann–Whitney U-test), *n* = 4 biological replicates for each time point, U6 was used as normalization control. **f** Non-heme iron quantification 24 hours after deferoxamine (DFO) i.p. injection, control animals were injected with saline solution (*P < 0.05; Mann–Whitney U-test), *n* = 7 control animals and *n* = 5 DFO injected animals. **g** Time course of pri-miR-29-2 expression level (quantified by RT-qPCR) following i.p. injection of 30 μg/g of DFO, one-way ANOVA *P* = 0.1663, *n* = 4 biological replicates for each time point. **h** Modulation of pri-miR-29-2 expression in fish brain (quantified by RT-qPCR) after iron overload and in combination with administration of 30 μg/g of DFO, control animals were injected with saline solution (*P < 0.05; Mann–Whitney U-test), *n* = 5 biological replicates. For all the graphs, mean ± standard errors of means are reported

Our results suggest that iron amount affects mir-29 expression; however, since the delay between mir-29 increases and iron-overload, we consider that intracellular events triggered by iron increase and not iron directly are responsible for up-regulation of miR-29.

## Discussion

Here, we report the first case of modulation of neuronal aging by a miRNA in a vertebrate species. Neuronal-specific miR-29 loss of function induces accelerated expression of aging phenotypes both at the global gene expression level and the histological level. Age-dependent up-regulation of miR-29 is conserved among different vertebrate species and different tissues. With our work, we show that, in fish, (1) miR-29 is expressed in mature neurons as previously shown in mice, (2) a robust negative correlation between expression of miR-29 and its targets is observed during adult life, as previously shown in primates [5], and (3) miR-29 loss of function has detrimental effects, as previously observed in mammals both in physiological [17, 18] and pathological contexts such as ischemia [20], cancer [64], thymus involution [65], and inflammatory response [66, 67]. Therefore, miR-29 upregulation appears to be an evolutionary conserved aging signature that provides an advantage in opposing aging-induced dysfunctions. This hypothesis is further supported by the observation that miR-29 is upregulated in a mouse model of progeria [14]. In addition, during killifish aging, miR-29 is upregulated also in liver, skin [11], and heart (own published data). Consistently, miR-29 is reported to be upregulated in several tissues in aging mammals as well [5, 12–15]. Thus, miR-29 upregulation appears to be a common aging mechanism across different tissues.

These data also lead to the general concept that part of age-dependent gene regulation is adaptive and protective. Indeed, a recent study showed that out of 29 conserved genes that are down-regulated with age in nematode worms, fish, and mice, 15 cause life extension when experimentally down-regulated in the worm [68] and it was previously shown that miR-34 is upregulated with age in fruit fly and its overexpression is life-extending while the knock-out is life-shortening [9].

Although we did not investigate the molecular mechanism underlying age-dependent miR-29 upregulation, here we observed that miR-29 loss of function leads to increased iron deposition in the adult killifish brain and that, in turn, acute iron loading induces miR-29 upregulation in brain, liver, and muscle. In this respect, it should be noticed that age-dependent iron accumulation was observed in several organisms such us *C. elegans*, *D. melanogaster* [69], mice [27], primates [70, 71], and humans [28]. In mammals, iron increase is observed in several tissues, such as brain, heart, muscle, liver, skin, kidney, and spleen, and it appears to be a robust aging hallmark. However, our data also demonstrate that miR-29 does not respond immediately to an acute increase iron concentrations, but with a delay of 2 days. We therefore speculate that age-dependent accumulation of iron-mediated damage might represent the stimulus that triggers miR-29 upregulation during aging.

Further, we report that miR-29 regulates IRP2 expression directly and antagonism of miR-29 abrogates age-dependent repression of IRP2 in neurons, which is very likely the cause of increased iron accumulation in the brain of the sponge-29 line. In fact, IRP2 is an RNA-binding protein that acts as master regulator of intracellular iron availability in the brain, influencing both the energy production and the redox status of the cell. Similarly to miR-29, IRP2 in enriched in the CNS. Within the CNS, different cell types (neurons, astrocytes, oligodendrocytes, and microglia) express iron management genes at different levels due to differences in their iron requirement and utilization. For instance, neurons express high levels of TFR1A and low levels of ferritin which, on the other hand, is strongly expressed in astrocytes and microglia [72]. Indeed, the neuronal-specific expression of TFR1A reflects their high-energy metabolic rate, while the relative low ferritin expression suggests that, as opposed to astrocytes, iron storage is negligible as compared to iron usage by mitochondria and other metabolic processes. Moreover, neuronal restricted expression of mitochondrial ferritin in the mammalian brain further supports this consideration [73]. In addition, in rodents, the highest neuronal iron consumption seems to occur during perinatal development and coincides with neuronal maturation and myelin synthesis [74, 75]; subsequently, neuronal iron demand decreases along with *Tfr1a* mRNA expression. Due to the low cytosolic iron storage capacity of neurons, a small increase in iron loading may result in mitochondrial iron accumulation and significant changes in the mitochondrial redox status. Thus, modulation of TFR1A expression is crucial for redox status homeostasis in neurons. In fact, our work revealed that miR-29 increases in aging reduce IRP2 and TFR1A levels, therefore limiting excessive intracellular iron delivery and protecting neurons from iron-mediated toxicity. Although IRP2 simultaneously regulates several iron-management genes, neuron-specific loss-of-function of miR-29 results in a significant modulation of *Tfr1a,* but not of cytosolic *Fth1a* nor of *Scl40a2*, suggesting that neurons might regulate iron homeostasis primarily through modulation of TFR1A. Since expressions of *Fth1a*, *Scl40a2*, and FBXL5 – all linked to cytosolic iron – were stable during aging, we speculate that iron might accumulate primarily in the mitochondria causing mitochondrial dysfunction and that this effect is exacerbated by mR-29 knockdown. Our hypothesis is supported by the up-regulation of energy production pathways such as oxidative phosphorylation and TCA cycle in the sponge-29 line and by the direct demonstration that IRP2 upregulation induces mitochondrial iron accumulation in human lung cells [76]. Moreover, La Vaute et al. [36] showed that IRP2-deficient mice exhibit neurodegeneration linked to cytosolic iron accumulation in gray and white matter. Deficiency of IRP2 increases the expression of the iron storage protein ferritin and reduces the expression of the transferrin receptor leading to functional iron deficiency and therefore neuronal death. The same team reported a markedly reduced activity of mitochondria complex I and II as a consequence of iron starvation [77], and Galy et al. [78] reported that correct mitochondria iron supply requires IRP2 in mouse liver. All these data indicate that an important function of IRP2 is to control mitochondrial iron homoeostasis, thereby preventing iron starvation. Our work integrates this view, identifying a novel mechanism of IRP2 regulation, mediated by miR-29 that contributes to the prevention of iron-induced mitochondrial dysfunction.

A direct relation between aging and iron homeostasis was reported also by Klang et al. [31], showing that dietary iron supplementation significantly accelerates the onset of aging-related phenotypes, reduces the lifespan expectancy and increases the age-dependent protein aggregation in *﻿C. elegans﻿*. Strikingly, TCA cycle and oxidative phosphorylation proteins are the most enriched proteins in the iron-induced aggregates. Conversely, the sponge-29 lines exhibited up-regulation of the same categories at the transcript level. Overall, these data suggest two important considerations: (1) the transcriptional up-regulation of TCA cycle and oxidative phosphorylation proteins in response to miR-29 loss-of-function represents a compensatory response to iron-induced damage of mitochondrial protein. Up-regulation of these categories is therefore a marker of compromised mitochondrial functionality and of accelerated aging. Consistently, Baumgart et al. [52] showed that increased expression of oxidative phosphorylation genes (in particular those of complex I) negatively correlates with killifish lifespan. (2) Iron accumulation compromises mitochondrial activity, corroborating the observation that age-dependent iron accumulation occurs primarily in the mitochondria and that miR-29 might promote mitochondrial integrity through regulation of iron homeostasis.

## Conclusion

Age-related damage accumulation is an inescapable condition that tends to change cellular homeostasis; on the other hand, cells tend to maintain their homeostasis inducing a progressive and adaptive response in order to counteract this inevitable process and preserve their physiological functions. Age-dependent up-regulation of miR-29 is part of this adaptive response and its deficiency leads to exacerbation of aging-induced damage (Fig. 7), partly due to impaired iron homeostasis.

**Fig. 7:**
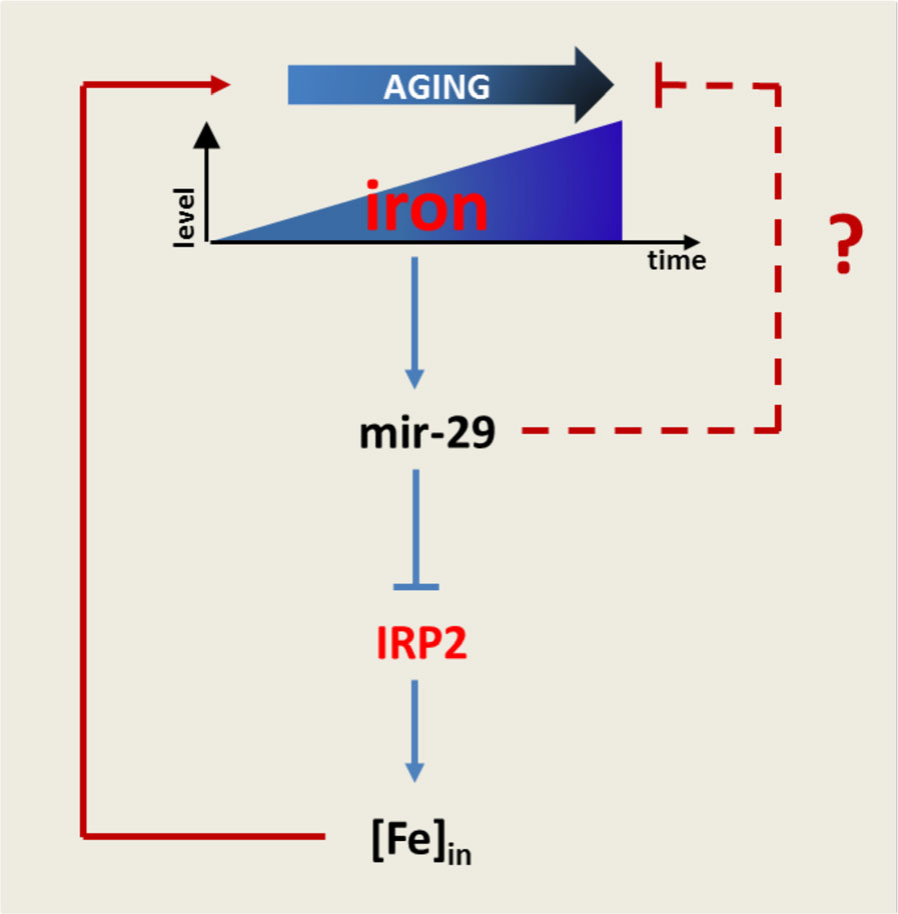
Schematic model of miR-29 action in brain aging. During aging an accumulation of iron in neurons occurs. This induces expression of miR-29 that in turn represses expression of IRP-2 thereby limiting iron uptake. This mechanism counteracts aging-related damages. MiR-29 may also counteract effects aging-related phenotypes by additional mechanisms, for example modulation of pro-apoptotic BCL-2 family members [21, 22]

## Methods

### Fish maintenance

#### N. furzeri

All experiments were performed on group-house *N. furzeri* of the MZM-04/10 strain. The fish used were raised in 35-L tanks at 25 °C and were fed two to three times a day with frozen *Chironomus* larvae or living nauplii of *Artemia salina*, depending on size. Eggs were collected by sieving the sand with a plastic net and kept in wet peat moss during developmental processes and diapauses. Embryos were hatched by flushing the peat with tap water at 16–18 °C. Embryos were scooped with a cut plastic pipette and transferred to a clean vessel. Fry were fed with newly hatched Artemia *nauplii* for the first 2 weeks and then weaned with finely chopped Chironomus larvae.

#### Danio rerio

All experiments were performed on the Ab strain. Fish were maintained at 28 °C under continuous flow in zebrafish facility with automatic control for a 14-hour light and 10-hour dark cycle (Zebtech system). To generate embryos for injection, male and female fish were placed the night before injection in a 1-L fish tank with the inner mesh and divider. Zebrafish embryos were obtained from natural spawning by removing the divider and light stimulation.

### Vector design and generation of transgenic lines

For the generation of all transgenesis vectors, we used multisite gateway technology. Design of vector *kif5aa:eGFP-sponge-29*: mir-29 sponge consisted of seven repetitions of mir-29 complementary sequences with a mismatch of four nucleotides immediately after the seed sequence. The sponge sequence was previously chemically synthetized by Eurofin (Milan) then cloned in the 3′ entry p3E-polyA using the restriction site BamHI. A 3,094 kb zebrafish kif5aa promoter region (Source: ZFIN; Acc:ZDB-GENE-070912-141) was amplified by PCR from genomic DNA (from –2969 to +125 bp including a small portion of the first exon, before the ATG), using primers Kif5aa-SalI f: (5′-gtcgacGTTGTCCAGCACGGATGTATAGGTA-3′) and Kif5aa-XmaI r:(5′-cccggg-ATAGCGGGGCAGAGGACGGCAG-3′) and cloned into gateway 5′-entry p5E-MCS. Then, the multisite gateway recombination reaction was performed as described in the Invitrogen Multi-Site Gateway Manual, an equimolar amount of entry vectors (20 fg of each; p5E-kif5aa, pEM-EGFPCAAX, and p3E-sponge-20-SV40pa) and destination vector (pDESTol2CG2) were combined with LR Clonase II Plus enzyme mix. For the generation of *actb2:eGFP-sponge-29* vector was used as 5′entry p5-bactin2 (from Tol2kit v1.2) together with the other plasmids following the protocol mentioned above. All these vectors also contain the eGFP reporter gene driven by the zebrafish cardiac myosin light chain (cmlc2) promoter. All vectors generated were extracted and purified using Qiagen plasmid midi kit (toxin free). Eggs were harvested and injected at zygote stage as described in the following protocols ([79] and [80] for *N. furzeri* and *D. rerio* microinjections, respectively). For microinjection borosilicate microcapillaries were used. Capillaries were pulled with a micropipette puller (P97, Sutter Instrument). The needles were filled with 2 μL of water solution containing 20–30 ng/μL of plasmid DNA, 20–30 ng/μL of Tol2 transposase mRNA, 0.4 M KCl, and 1% phenol red as visual control of successful injections. Embryos were injected with approximately 2 nL of mix solution and the drop volume was estimated under a microscope using a calibrated slide. Injections were performed under the Nikon C-PS stereoscope. F0 fishes were screened under fluorescence microscope at 3–4 days after hatching (*N. furzeri*) and at 24 hpf for zebrafish larvae. Three different founders were selected for line establishment.

### *Ireb2* 3′-UTR vectors assembly and mir-29 targeting validation

In order to experimentally validate *Ireb2* as direct mir-29 target in fishes, 671 and 633 bp from *Ireb2* 3′-UTR of *N. furzeri* and *D. rerio*, respectively, were amplified by PCR from cDNA of both species (*N. furzeri* reference: Nofu_GRZ_cDNA_3_0193494, *D. rerio* reference: ZFIN; Acc:ZDB-GENE-051205-1) using the primers nf*Ireb2*-3′UTR-BamH-F: (5′-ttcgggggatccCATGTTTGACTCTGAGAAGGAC-3′) and nf*Ireb2*-3′UTR-BamH-R: (5′-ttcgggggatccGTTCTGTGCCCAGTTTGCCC-3′) for *N. furzeri* and Dr*Ireb2*-3′UTR-BamH-F: (5′-gtcacgC-GGATCCTCACATGGACCTCTGAACACC-3′) and Dr*Ireb2*-3′UTR-BamH-R: (5′-gatcggc-GGATCCCACAGCGAAAGTATCACAGCC-3′) for *D. rerio* and cloned in the 3′ entry p3E-polyA. Then p5E-CMV/SP6, pME-EGFPCAAX, p3E-*Ireb2*-3′UTR-polyA, and pDESTol2CG2 were combined using multisite gateway (see above). Finally, the plasmid producing fluorescence standard control was assembled combining p5E-CMV/SP6, pME-RFP, p3E-polyA and pDESTol2CG2. We renamed these plasmids as N.f CMV/SP6: eGFP-*Ireb2*-pA, D.r CMV/SP6: eGFP-*Ireb2*-pA and CMV/SP6: RFP-pA. For all of these reporters, in vitro transcription was carried out as described below. About 2 nL of solution containing 100 pg of egfp-*Ireb2* sensor mRNA, 100 pg of RFP standard, 100 pg of Dre-mir-29a mimic or 100 pg of Dre-mir-29b mimic (Qiagen) was microinjected in the zygote stage embryos (for the control embryos the same mix was assembled without microRNA mimic). At 24 hpf, 30–40 embryos were collected from each experimental condition, dechorionated and dissociated according to Gallardo et al. [48]. Dissociated cells were diluted in PBS 1×, loaded in the flow cytometer machine (FacsCalibur, Becton-Dickinson) and the eGFP/RFP fluorescence ratio was analyzed and quantified. For mmu-*Ireb2* 3′-UTR validation we used dual luciferase reporter assay system (Promega). Mmu-*Ireb2* 3′utr (transcript ID: ENSMUST00000034843) containing the putative mir-29 binding site was cloned in pMIR-REPORT™ luciferase reporter system (Termo Fisher) using the restriction enzymes SpeI and MluI. Mmu-mir-29b1/a precursor was cloned in CMV/SP6: RFP-Pa vector, downstream of RFP using the restriction enzyme MluI. Transfection on Hek293 was performed using lipofectamine 2000 (Invitrogen). CMV:RFP-mir-29b/c precursor-polyA-tail was co-transfected with pMIR-report and Renilla control vector following the manufacturer’s instructions. In the control experiment the same vector was co-transfected without the mir-29a/b1 precursor sequence. At 24 hours post transfection both Renilla and Firefly luciferase activity were measured using the luminometer (GloMax 96 microplate Luminometer w/dual injectors). Mutant vectors were generated using the QuikChange II XL Site-Directed Mutagenesis kit (Stratagene) according to the manufacturer’s protocol.

### In vitro RNA and DIG-labeled probes synthesis

The Tol2 mRNA was transcribed from the pCS-TP plasmid whereas eGFP-*Ireb2*-3′utr and standard fluorescence control mRNAs were transcribed from plasmids: N.f CMV/SP6: eGFP-*Ireb2*-pA, D.r CMV/SP6: eGFP-*Ireb2*-pA and CMV/SP6: RFP-pA, respectively. All were previously linearized using NotI and purified with Wizard® SV Gel and PCR Clean-Up System (Promega). Then, 1 μg of each linearized plasmid was transcribed using the mMESSAGE mMACHINE SP6 kit (Ambion) according to the manufacturer’s protocol. For DIG-labeled probe synthesis, initially sequences were amplified by PCR from cDNA using a reverse primer carrying a T7 promoter sequence on its 5′ end; 200 ng of PCR product, previously purified with Wizard® SV Gel and PCR Clean-Up System (Promega), were directly transcribed using T7 enzyme (Fermentas) and digoxygenated RNTP mix (Roche) for 2 hours at 37 °C. The in vitro transcription mix was precipitated with 1/10 of volume of LiCl (5 M) and 2.5 volumes of isopropanol, than washed with 70% ethanol and finally resuspended in nuclease-free water and stored at –80 °C.

### Total RNA extraction and RT-qPCR

Dissected tissues were immediately put in 500 μL of Qiazol lysis reagent and manually homogenized with pounder. Total RNA was extracted using miRneasy mini kit (Qiagen) according to the manufacturer’s protocol; 200 ng of each RNA extraction was retrotranscribed for cDNA synthesis using miScript II RT kit (Qiagen). qPCR was performed using Rotorgene 6000 (Corbet). PCR mix solutions were prepared using SsoAdvanced™ Universal SYBR® Green Supermix (Biorad) and 4 ng of cDNA for each sample as template. The relative gene quantification was calculated using the ΔΔCt method, as reference genes were used *TBP*, *ACTB2*, and *GAPDH* for *N. furzeri*, *D. rerio*, and mouse, respectively.

### Histology and histochemistry

All the immunohistochemical procedures were performed on frozen tissue sections. Animals were killed with overdose of MS-222, brains were dissected and fixed in PFA 4%, washed in PBS 1× twice then equilibrated in sucrose 30% and embedded in Tissue-Tek OCT (Leica). Frozen tissues were cut with cryostat (Leica), 12- to 14-μm thick sections were immediately put on superfrost plus slides (Thermo Scientific) and dried in the oven at 55 °C for 1 hour. Sections were rehydrated in PBS 1× permeabilized with tritonX 0.3% and blocked in BSA 5%, goat serum 1%. Primary antibodies were all incubated overnight at 4 °C according to the following dilutions: Anti-HuC/D (1:50, Thermo Fisher Scientific Cat# A-21271 RRID:AB_221448), Anti-GFP (1:1000, Abcam Cat# ab32146 RRID:AB_732717), Anti-GFAP (1:400, Millipore Cat# MAB5324 RRID:AB_95211), Anti-S100 (1:400, Dako, zo311). Secondary antibodies coupled to Alexa Fluor dye (488, Molecular Probes Cat# A-11008 also A11008 RRID:AB_143165, 633, Molecular Probes Cat# A-21052 also A21052 RRID:AB_141459) were incubated for 2 hours at room temperature (RT) (1:500).

In situ hybridizations were performed according to [81] with minor modifications. Slides were incubated with proteinase K for 10 minutes at RT (1:80000; Fermentas, 20 mg/mL), post-fixed with PFA 4% for 20 minutes at RT, and then incubated with a digoxigenin (DIG)-labeled probes (60 °C, ON). Immediately before incubation probes were put in hybridization solution denaturated at 98 °C for 3 min. Sections were washed with SSC-2× twice at 60 °C for 15 min each, then with SSC-0.5× three times for 10 min each time at RT and incubated with anti-Dig AP Fab (Roche; 1/2000 4 °C ON) in blocking solution (Roche). The day after, slides were placed for 20 min RT in TMN solution (Tris-MgCl2-NaCl buffer) with the addition of levamisole 1 mM (Sigma) in order to inhibit endogenous alkaline phosphatase and transferred in Fast red solution (Roche tablets). The staining was constantly monitored under epiflourescence microscope and blocked by washing in PBS 1×. Images were acquired using epifluorescence microscope (Nikon, Eclipse600) or confocal microscope (Leica DMIRE2).

For lipofuscin detection, unstained sections were deparaffinized and mounted using a water-based medium within DAPI (Invitrogen). An important property of lipofuscin is its broad autofluorescence, which was acquired using a Zeiss apotome(2) at an excitation wavelength of 488 and 550 nm as well as under UV excitation following DAPI staining. Images were analyzed using ImageJ, thresholds were determined by operator and applied to images to discriminate lipofuscin granules from background signal. The area occupied by granules was expressed as a percentage of total image area analyzed.

### Iron staining (Perls staining)

Iron staining was performed according to [82] with minor modifications. Briefly, brains were dissected and fixed in PFA 4% and embedded in paraffin. After this, 5- to 7-μm thick sections were deparaffinized and immersed in 4% ferrocyanide and 2% HCl for 1 hour at 37 °C, then immersed in methanol containing 0.5% H_2_O_2_ and 0.01 NaN_3_ for 30 min at RT, and finally immersed in 0.1 M phosphate buffer containing DAB 0.05% and 0.005% H_2_O_2_ for 30 min. Sections were counterstained with hematoxylin, dehydrated and mounted.

### Non-heme iron quantification

Iron quantification was performed according to the protocol published by [60]. Extracted tissues were placed in an empty 1.5 mL tube, previously weighed, and were weighed again in order to precisely determine wet tissue weight. Homogenates were prepared in high-purity water. Briefly, 100 μL of homogenate tissues were combined in a new 1.5 mL tube with an equal volume of protein precipitation solution (1 N HCl, 10% trichloroacetic acid) and placed in thermoblock at 95 °C for 1 hour. Tubes were cooled to RT for 10 min and were then centrifuged for 20 min at 4 °C; 100 μL of the supernatant was collected from each tube sample and combined with an equal volume of chromogenic solution (Ferrozine 0.5 mM, ammonium acetate 1.5 M and Tioglicolic acid 0.1%). After 30 min, absorbance was measured at 562 nm using a spectrophotometer. Standard curves were prepared using 0, 0.5, 1, 2, 4, 8, 10, and 20 μg/mL of iron standard solution (Sigma).

### Iron and drug delivery

Fish were previously anesthetized with Trichaine methanesulfonate and weighed. A single dose respectively of 350 μg/g body weight iron dextran (Sigma, 100 mg/mL), 30 μg/g body weight deferoxamine (DFO, Novartis), and 50 μ/g body weight 4-OH-Tempol (Sigma) was injected intraperitonealy. Injections were performed under a stereomicroscope (Leica) using Amilton 10-μL syringes, control animals were sham-injected with saline solution. At 4, 8, 12, 24, 48, and 72 hours after injection brains were removed from anesthetized animals and put in a previously weighed tube for iron measurement or immediately frozen in liquid nitrogen for the following RNA extraction.

### Western blot

Samples were lysed in RIPA-buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 1% Triton X-100, 0.1% SDS, 0.5% deoxycolic acid) containing protease inhibitor (Complete Protease Inhibitor Cocktail Tablets, Roche Diagnostics) and centrifuged at 12,300 rpm for 10 min at 4 °C and supernatants were collected. Total protein concentration was determined by BCA protein assay (Pierce). Aliquots of homogenate with equal protein concentrations were separated in 10% acrylamide gel and transferred to nitrocellulose membranes by mini trans-blot (Bio-Rad). The membranes were blocked with milk (5% w/v) and probed with appropriate primary and secondary IgG-HRP conjugated antibodies (Millipore). Enhanced chemiluminescence detection system (GE Healthcare) was used for developing on autoradiography-films (GE Healthcare). Densitometric quantification was performed using ImageJ and normalized to the relative amount of α-Tubulin and expressed as n-fold of control samples. In this study the following antibodies were used: Anti-IRP2 (1:1000, Abcam, ab181153), Anti-TFRC (1:500, Abcam Cat# ab84036 RRID:AB_10673794), Anti-FBXL5 (1:500, Abcam Cat# ab68069 RRID:AB_1140312), α-TUB (1:20000, Sigma-Aldrich Cat# T5168 RRID:AB_477579); secondary HRP antibodies: goat-anti rabbit (1:2000, Santa Cruz Biotechnology Cat# sc-2004 RRID:AB_631746), goat-anti mouse (1:2000, Santa Cruz Biotechnology Cat# sc-2005 RRID:AB_631736).

### Cell culture and iron exposure

Following a previously published protocol [63], murine ES cell line E14Tg2A was differentiated into cortical neurons. In brief, mouse embryonic stem cells (mESC) were cultured in a chemically defined medium on laminin-coated culture dishes for 20 days. mESC-derived neurons were then treated with iron dextran (50, 100, and 200 μg/mL) and Iron(II) sulfate (25, 50 and 100 μM) in Neurobasal Medium (Thermo Fisher Scientific) supplemented with B27 (Thermo Fisher Scientific) for 72 h, medium was changed daily. Subsequently, two wells of a six-well plate were pooled for each thesis; RNA extraction and PCR analysis were carried out from three biological replicates.

### RNA-sequencing and analysis

RNA was extracted using Quaziol (Qiagen). Library preparation using Illumina’s TruSeq RNA sample prep kit v2 and sequenced on Illumina HiSeq2500, 50 bp single-read mode in multiplexing obtaining approximately 50–40 mio reads per sample. Read mapping was performed using Tophat 2.0.6 [83] and featureCounts v1.4.3-p1 [84] using the *N. furzeri* genome [47] or Zv9.73 as references. Differential gene expression analysis was performed using R software, for DEGs identification was used the statistical test of edgeR package [85]. For multiple testing correction a FDR of < 0.05 was chosen. KEGG pathway analysis was performed using the software Web-based gene set analysis tool kit (WebGestalt) [86] using an FDR < 0.05.

### Annotation of small RNAs

The processing and annotation of small RNA-Seq raw data was performed using an R 3.0.2 and ShortRead Bioconductor package [87].

First, raw data were preprocessed with the following parameters:

- Quality filtering: eliminated all the reads containing an “N”;
- Adapter trimming: used function trimLRPatterns(), allowing up to two mismatches and using as adapter sequence “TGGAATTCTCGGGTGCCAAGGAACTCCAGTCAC”;
- Size filtering: removed all the reads with length < 18 and > 33 nucleotides.

Second, reads were aligned, resulting in a direct annotation and quantification. The alignment was divided in two steps to allow the recognition and the annotation of the reads exceeding reference length. In fact, the algorithm of Bowtie 1.0.0 does not allow aligning longer reads to shorter references. Specifically,

- Alignment against the reference (miRBase 20; [88]) with up to two mismatches. In this step the reference used was the mature sequence of microRNAs for the analyzed organism (except for *N. furzeri*, for which *D. rerio* reference was used). Each read was aligned using these criteria with Bowtie 1.0.0 (settings:-q --best –norc);
- The remaining reads, which could not align in the previous step, were used as reference for a second alignment step. In this case, the annotated mature microRNAs were aligned against the reads;
- The information obtained in the two alignment phases was conveyed in one single table, containing a list of all the retrieved sequences and their relative counts.

### Enrichment analysis of miR-29 binding sites

Target predictions were obtained using MiRanda (version: august 2010) with default parameters [89].

Enrichment analysis was performed to test the overrepresentation of specific microRNA targets in the identified transcript clusters of genes with different expression profiles with age [46]. For this purpose, three different tests were used: Binomial test, Fisher’s test and Hypergeometric test. Only microRNAs having a Hochberg’s corrected *P* value < 0.05 in the three tests were considered as having their targets overrepresented in one cluster.

## Additional files

Additional file 1: Prediction of miR-29 binding site in *D. rerio Elna1* and *col11a1a* mRNAs. Representative 3′-UTR of *Elna1* (ENSDARG00000069994.1) and *Col11a1a* (ENSDARG00000026165.1), respectively, with indication of the predicted binding sites (from TargetScanFish 6.2). Black circles shows miR-29 binding site and blue table shows the score of all predicted microRNA binding sites, miR-29 has the highest score in both the 3′-UTR genes according to TargetScanFish 6.2.
Additional file 2: Neuronal-specific kif5a promoter expression. Representative double-labelling immunohistochemistry for eGFP (green) and neuronal marker HuC/D (pink) in optic tectum of 20-week-old kif5a:sponge-29 fish. Periventricular gray zone (PGZ), Tectum opticum (TeO). Scale bar: 100 μm.
Additional file 3: RNA-seq data analysis (DEG list).
Additional file 4: Complete list of KEG pathway analysis.
Additional file 5: Complete list of genes coherently or incoherently regulated by aging and sponge-29.
Additional file 6: Mir-29 predicted target DEGs identification in *N. furzeri* kif5a: sponge-29. **A** Intersection of *D. rerio* miR-29 predicted target genes (from TargetScanFish 6.2, score ≤ –0.30) with *N. furzeri* sponge-29 DEGs. A total of 38 predicted target genes were found deregulated in kif5a:sponge-29 fish, 28/38 upregulated (**B**) and 10/38 downregulated (**C**), respectively. Gray, red and green box represent a conserved binding site in the 3′-UTR of *N. furzeri*, *M. musculus*, and *H. sapiens*, respectively. Yellow colored genes lack a conserved binding site in *N. furzeri*. Light blue box indicate a physical interaction between target gene e and miR-29 observed by cross-linking immunoprecipitation (CLIP-seq). 1-3-4 numbers are relative to gene dataset type in Fig. 3e.
Additional file 7: Mir-29 target *D. rerio and M. musculus Ireb2* 3′-UTR. **A** Expression of GFP assessed by cytofluorometric analysis. Fusion with *Ireb2* 3′-UTR of *D. rerio*. The gray column indicates the baseline fluorescence intensity of the construct without miR-29 mimic. The middle blue column indicates the fluorescence with miR-29 mimic and the red column the fluorescence of a construct (Δ) where the putative binding site for miR-29 in the *Ireb2* 3′-UTR was mutated to destroy complementarity. Statistical significance of fluorescence difference between baseline and co-injection with miR-29 mimics was evaluated by Student’s t-test (** *P* < 0.01). **B** 293 T cells co-transfected with renilla and firefly luciferase construct containing the wild-type or the mutant target sites of mmu-*Ireb2* 3′-UTR along with the miRNA expression plasmid (pcs2+: CMV:RFP-miR-29b/c precursor-polyA-tail) or the empty vector (pcs2+: CMV:RFP-polyA-tail). Histograms show normalized (to renilla) sensor luciferase activity of empty vector transfected cells (gray column) respect to transfected cells with miRNA expressing vector (blue column) or to mutated sensor with miRNA expressing vector. Bars represent mean ± standard deviation (Student’s t-test, ***P* < 0.01) derived from two independent experiment performed in triplicates for each condition.
Additional file 8: Age dependent regulation of IRP2 in wild-type and *tg(kif5aa:eGFP-sponge-29).* **A**, **B** IRP2 western blot analysis at different age point of wild-type (A) and *tg(kif5aa:eGFP-sponge-29)* brains. Three biological replicates were used for age point. α-tubulin was used as loading control.
Additional file 9: Mir-29 upregulation coincides with *Ireb2* and *Tfrc* downregulation in mouse brain. **A** Quantification of pri-miR-29 cluster (pri-miR-29b-a; pri-miR-29b-c) in postnatal day 0 and 60 mouse brain. Both primary transcripts dramatically increase during postnatal development (*P* < 0.001 and *P* < 0.001, respectively). **B** Relative expression of iron management genes *Ireb2* (*P* < 0.01) and *Tfrc* (*P* < 0.05), in postnatal day 0 and 60 mouse brain. Both for A and B statistical significance was calculated by the Mann–Whitney U-test, *n* = 6 (P0 brain) and *n* = 7 (P60 brain) biological replicates.
Additional file 10: Mir-29 loss of function induces gliosis. Representative images of immunoreactivity for GFAP and S100β markers in the optic tectum of 12-week-old kif5a:eGFP-sponge-29 and wild-type fish brains and relative quantification expressed as GFAP/S100β intensity per area of section. The analysis was performed in n = 5 wild-type and n = 5 kif5a:sponge-29 fish brains (**P* < 0.05, Mann–Whitney U-test). Scale bar 100 μm.
Additional file 11: Supporting Data: Raw quantitative PCR data relative to Figs. 1b and 6c–e, g, h.

# Supplementary material for: MicroRNA miR-29 controls a compensatory response to limit neuronal iron accumulation during adult life and aging
**Source:** BMC Biol. 2017 Feb 13;15:9. doi: 10.1186/s12915-017-0354-x
**Supplement:** Additional file 1: — Prediction of miR-29 binding site in D. rerio Elna1 and col11a1a mRNAs. Representative 3′-UTR of Elna1 (ENSDARG00000069994.1) and Col11a1a (ENSDARG00000026165.1), respectively, with indication of the predicted binding sites (from TargetScanFish 6.2). Black circles shows miR-29 binding site and blue table shows the score of all predicted microRNA binding sites, miR-29 has the highest score in both the 3′-UTR genes according to TargetScanFish 6.2.

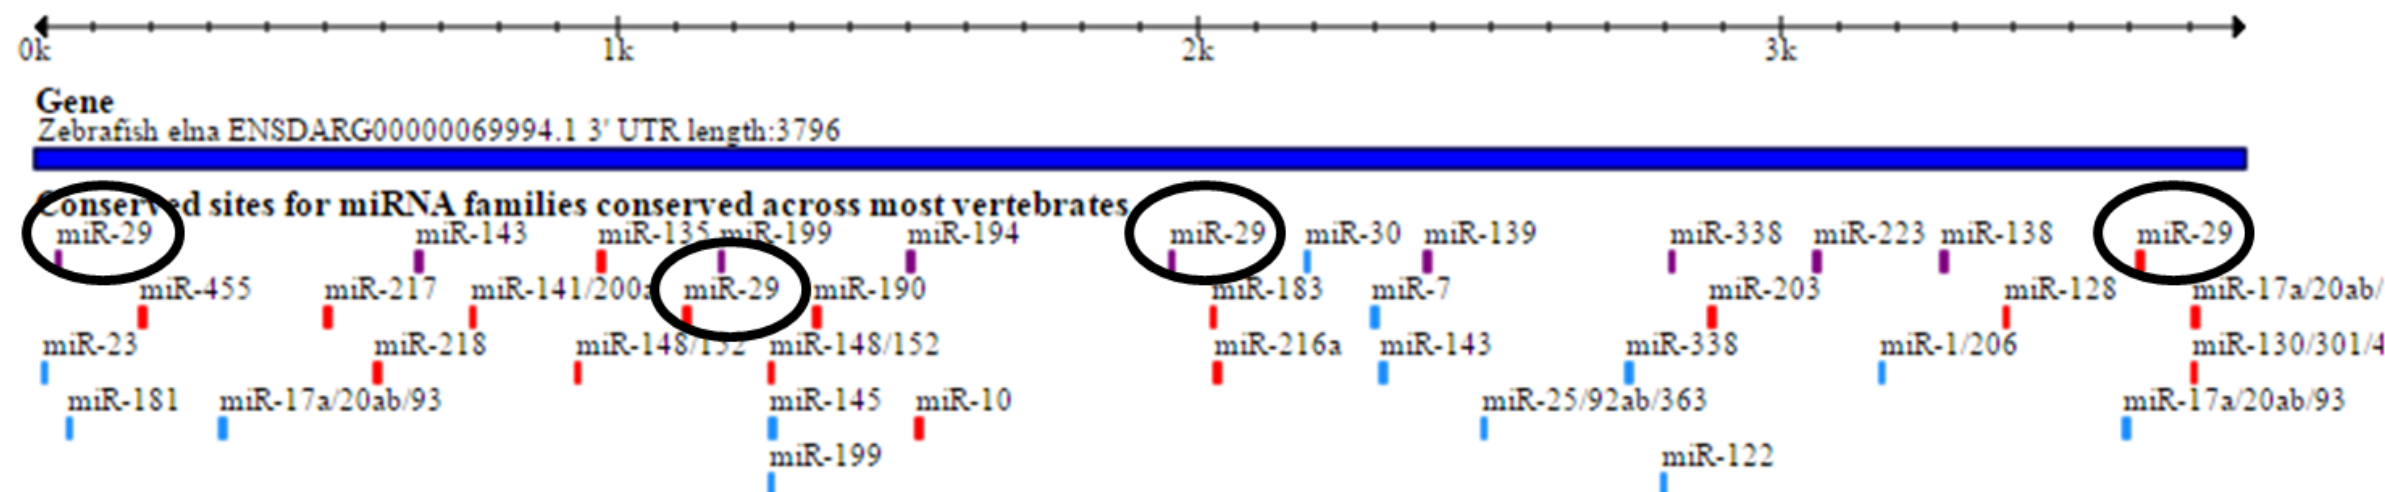| miRNA           | Sites |      |         |         | Total Context score |
|-----------------|-------|------|---------|---------|---------------------|
|                 | Total | 8mer | 7mer-m8 | 7mer-1A |                     |
| miR-29          | 4     | 2    | 2       | 0       | -1.01               |
| miR-138         | 1     | 1    | 0       | 0       | -0.26               |
| miR-143         | 2     | 1    | 0       | 1       | -0.23               |
| miR-17a/20ab/93 | 3     | 0    | 1       | 2       | -0.21               |
| miR-130/301/454 | 1     | 0    | 1       | 0       | -0.21               |
| miR-455         | 1     | 0    | 1       | 0       | -0.20               |
| miR-148/152     | 2     | 0    | 2       | 0       | -0.17               |
| miR-223         | 1     | 1    | 0       | 0       | -0.13               |
| miR-128         | 1     | 0    | 1       | 0       | -0.13               |
| miR-217         | 1     | 0    | 1       | 0       | -0.13               |
| miR-141/200a    | 1     | 0    | 1       | 0       | -0.13               |
| miR-139         | 1     | 1    | 0       | 0       | -0.11               |
| miR-135         | 1     | 0    | 1       | 0       | -0.10               |
| miR-199         | 2     | 1    | 0       | 1       | -0.10               |

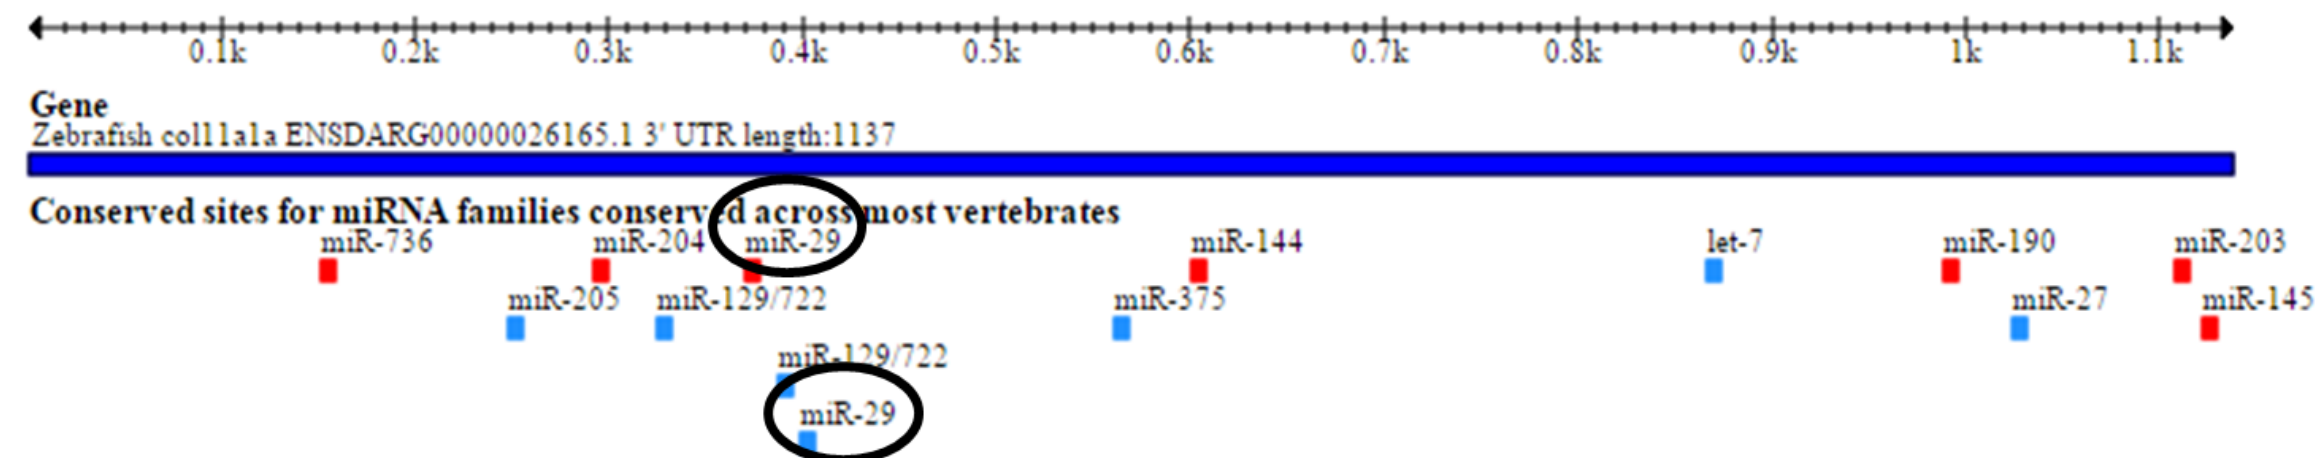| miRNA   | Sites |      |         |         | Total Context score |
|---------|-------|------|---------|---------|---------------------|
|         | Total | 8mer | 7mer-m8 | 7mer-1A |                     |
| miR-29  | 2     | 0    | 1       | 1       | -0.42               |
| miR-145 | 1     | 0    | 1       | 0       | -0.27               |
| miR-190 | 1     | 0    | 1       | 0       | -0.21               |
| miR-203 | 1     | 0    | 1       | 0       | -0.18               |
| let-7   | 1     | 0    | 0       | 1       | -0.15               |
| miR-736 | 1     | 0    | 1       | 0       | -0.13               |
| miR-27  | 1     | 0    | 0       | 1       | -0.10               |
| miR-144 | 1     | 0    | 1       | 0       | -0.10               |

# Supplementary material for: MicroRNA miR-29 controls a compensatory response to limit neuronal iron accumulation during adult life and aging
**Source:** BMC Biol. 2017 Feb 13;15:9. doi: 10.1186/s12915-017-0354-x
**Supplement:** Additional file 6: — Mir-29 predicted target DEGs identification in N. furzeri kif5a: sponge-29. A Intersection of D. rerio miR-29 predicted target genes (from TargetScanFish 6.2, score ≤ –0.30) with N. furzeri sponge-29 DEGs. A total of 38 predicted target genes were found deregulated in kif5a:sponge-29 fish, 28/38 upregulated (B) and 10/38 downregulated (C), respectively. Gray, red and green box represent a conserved binding site in the 3′-UTR of N. furzeri, M. musculus, and H. sapiens, respectively. Yellow colored genes lack a conserved binding site in N. furzeri. Light blue box indicate a physical interaction between target gene e and miR-29 observed by cross-linking immunoprecipitation (CLIP-seq). 1-3-4 numbers are relative to gene dataset type in Fig. 3e.

A

DEGs UP SPONGE-29

TARGET SCAN LIST

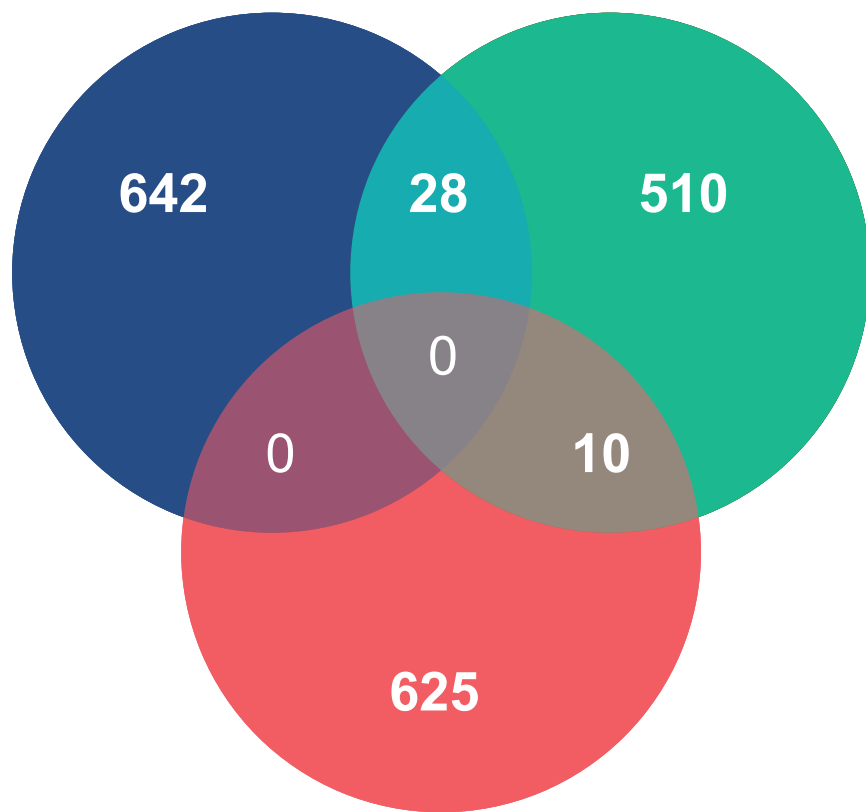

C

DEGs DOWN SPONGE-29

Predicted mir-29 targets **down-regulated**

|              |  |  |  |  |   |
|--------------|--|--|--|--|---|
| TET3         |  |  |  |  | 3 |
| DNMT3AB      |  |  |  |  | 3 |
| DNMT3B       |  |  |  |  | 3 |
| MEX3B        |  |  |  |  | 3 |
| COL4A1       |  |  |  |  | 3 |
| NSD1A        |  |  |  |  | 3 |
| BACH2B       |  |  |  |  | 3 |
| XKR7(2 OF 2) |  |  |  |  |   |
| RCC2         |  |  |  |  | 3 |
| DIEXF        |  |  |  |  | 3 |

Binding site conserved in *N. furzeri*  
 Binding site conserved in *H. sapiens*  
 Expression not influenced by aging

B

Predicted mir-29 targets **up-regulated**

|                |  |  |  |  |   |
|----------------|--|--|--|--|---|
| KDM6BB         |  |  |  |  | 4 |
| DOT1L          |  |  |  |  | 4 |
| EPC1           |  |  |  |  |   |
| FRAS1          |  |  |  |  |   |
| GRIP1          |  |  |  |  | 4 |
| LAMC1          |  |  |  |  | 4 |
| PNPLA3         |  |  |  |  | 1 |
| PER2           |  |  |  |  |   |
| HBP1           |  |  |  |  | 1 |
| AHSG           |  |  |  |  |   |
| ANKRD50        |  |  |  |  |   |
| BGNB           |  |  |  |  |   |
| CU571169.4     |  |  |  |  |   |
| ACY1           |  |  |  |  | 4 |
| WU:FB52C12     |  |  |  |  |   |
| HMCN2          |  |  |  |  |   |
| CDKL1          |  |  |  |  | 1 |
| CU638738.1     |  |  |  |  |   |
| PHC2B          |  |  |  |  |   |
| HYAL4          |  |  |  |  | 1 |
| NEFL           |  |  |  |  | 4 |
| IGFBP2A        |  |  |  |  |   |
| TMEM38A        |  |  |  |  |   |
| TLX3B          |  |  |  |  |   |
| MARCH9         |  |  |  |  |   |
| FHOD3 (1 OF 2) |  |  |  |  |   |
| AEBP1 (2 OF 2) |  |  |  |  |   |

Binding site conserved in *M. musculus*  
 Interaction observed with CLIP-seq assay  
**1-3-4** Referred to gene dataset type of fig. 3E

How the deposited data were processed for this re-analysis (not part of the article)

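Gene expression was measured by RNA-seq in the brain of 4 sponge-29 and 4 wild-type fish of Nothobranchius furzeri at 12 weeks of age. The authors prepared the libraries with Illumina's TruSeq RNA kit, sequenced single reads, mapped them with Tophat to the N. furzeri genome and counted them with featureCounts. The authors deposited counts per gene, without normalization, in a table of all 8 libraries, and a second table with RPKM values of the same genes, which the authors scaled to the gene length and the number of reads. Zero values fell on the same genes and libraries in both tables. Gene length was taken from the ratio of counts to RPKM. The authors' additional files give log2 fold changes, p-values and FDR values as the paper reports them, which were compared with the deposited counts. The aging log2 fold changes of Additional file 5 entered the tests of equal signs and the correlations with it. The largest FDR and smallest log2 fold change of Additional file 3 served as limits in some alternatives. The number of tests that this file implies, 11888, set how many genes were kept in the restriction to the highest expression. The other listed values entered no test between the groups. Every column of the deposited tables belonged to a mapped library.

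Counts were analysed as deposited with R 4.3.3 and edgeR 4.0.16. Genes were kept by filterByExpr with its minimum count of 10, libraries were scaled by TMM, and the sponge-29 group was compared with wild-type by the quasi-likelihood F-test with Benjamini-Hochberg adjustment over 19536 genes and a threshold of 0.05. Standard errors of log2 fold changes come from the same model. Normalized counts are CPM, and log2 CPM used a prior count of 2. A count of 3 was taken as the floor of detection. Single values were compared by exact two-sided permutation tests over the 70 assignments of 8 fish to groups of 4, whose smallest p is 0.0286. The depth, from 18014090 to 24902251 counts per library, leaves genes with a few counts per library imprecise.

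The steps were tested on simulated counts with 200 genes changed by a log2 fold change of 1. Among 19394 genes, edgeR's quasi-likelihood test recovered 154 of them with 11 false calls, its likelihood ratio test 175 with 41 false calls, and limma voom 153 with 9 false calls. Among 19536 genes, DESeq2 recovered 180 with 60 false calls, and limma on log2(RPKM + 0.1) recovered 149 with 9 false calls. With the length trend of the real libraries added to the simulation, 146 genes were recovered before and 155 after its removal, with 6 and 4 false calls.

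Named genes were chosen by rule. They are every gene that the paper names in its RNA-seq results, including the targets of Additional file 6, and the 5 genes with the largest rise and the 5 with the largest fall among those past the threshold whose groups did not overlap, of which at most 2 without a symbol are printed in each direction. The identifiers matched 0 entries of the RefSeq gene table, so symbols come from Additional files 3 and 5, which pair 1418 identifiers with one. Additional file 3 (1303 genes in the copy used here) and the up-regulated list of Additional file 6 (27 symbols) hold fewer entries than the paper states, and no overlap or enrichment test was run on them. The 22 lists of pathway members and of marker genes could be followed only for members named in Additional file 3, and no test of gene sets was run. The result for 1 member of these lists is not reported here. The genes ireb2, fth1a, slc40a1, slc11a2 and fbxl5 have no identifier in these files and were not analysed here.

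The alternatives were edgeR's likelihood ratio test, DESeq2 1.42.0, limma 3.58.1 with voom and sample quality weights, other scaling factors, other filters and thresholds, limma on log2(RPKM + 0.1) and log2(RPKM + 1), each library left out in turn, and the removal of each library's trend with gene length, fitted as a natural spline with 4 degrees of freedom and entered as an offset. Results were also recomputed for all 35 splits of the 8 fish into groups of 4. Figures were drawn with matplotlib 3.10.9.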

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

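The tests on thinned counts were chosen after the results they bear on had been seen, while the fits scaled by library size only or with the length trend removed were set in advance as alternatives and taken as tests of these explanations only afterwards, and the tests on other splits of the fish were chosen before.

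A single fish stood apart from the other 3 of its group in 8 of 108 groups of 4 values, for the named genes and the library measures, where its gap to the nearest fish relative to the range of the group exceeded Dixon's 95% critical value for 4 values, and 5.4 such cases are expected by chance. Wild-type library 43 was the fish in 5 of the 8. Its AHSG level was 1434 CPM, against 1657 to 1686 CPM in the other wild-type fish (ratio of gap to range 0.888), its nsd1a level 69.0 against 74.5 to 75.6 CPM (0.834) and its rcc2 level 40.1 against 56.3 to 58.1 CPM (0.899). On the first principal component it lay at -27.3 and the others between 28.7 and 32.7 (0.934), and on the second at 64.0 against 4.22 to 12.9 (0.855). Depth is argued against as the reason, because its 23641117 counts lie within the range of the other wild-type libraries. Without this library 2125 genes had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1690 of them shared with the fit of all 8 libraries. Sex, family or the state of this fish may underlie its position. The labels give none of these.

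Sponge-29 library 49 had a mean correlation of 0.967 with the other fish of its group, against 0.977 to 0.978 for those (ratio of gap to range 0.944). Wild-type library 43 had a lower one, 0.959 against 0.972 to 0.975 for the others of its group. Its ratio of gap to range on this measure did not exceed the critical value. Without sponge-29 library 49, 990 genes had an adjusted p below 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg). It also had the lowest total of all, 18014090 counts. Depth as the whole cause is argued against, because its mean correlation was still 0.967, against 0.977 to 0.978, with all libraries thinned to this total. HYAL4 in sponge-29 library 48 (11.5 CPM against 14.9 to 15.6, ratio 0.830) and Nfu_g_1_011933 in sponge-29 library 47 (0.0514 CPM against 0.253 to 0.291, ratio 0.840) also stood apart. The latter value rests on 1 count. No biological explanation was tested for these.

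Outside the genes of Additional file 3, 1107 genes had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 600 of them higher and 507 lower in sponge-29. Their changes were smaller than those of the listed genes, with a median absolute log2 fold change of 0.34 against 0.47. For 574 of them it was below the smallest listed there, and 351 had a lower average expression than any listed gene. Only 18 met all of the FDR, log2 fold change and expression limits seen in the list. The real split of the fish was the only 1 of 35 to give as many genes past the threshold, and the largest count in another split was 13. The difference in library size is argued against as the cause by the 2244 genes that passed after thinning, 2126 of them shared with the fit of the full counts. A few genes with many counts are argued against as well, since the 10 most counted genes held at most 4.66% of the counts and scaling by library size alone moved the median log2 fold change of all genes to -0.0386. A trend with gene length as the whole cause is argued against by the 1529 genes that passed once it was removed, 1408 of them shared, and by simulated counts with the trend alone, which gave 0 genes past the threshold and 1175 of 19397 with an unadjusted p below 0.05. The effect of the sponge, and differences in family, housing or RNA quality between the lines, remain open, and the design does not separate them.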

How the results depend on the processing

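Of the 24 alternatives, 22 were chosen before the data were examined. The other 2, the counts thinned to the smallest library and the combination of the likelihood ratio test with the limits of Additional file 3, were chosen after the results were seen. Adjusted p-values are those of the named model with Benjamini-Hochberg adjustment.

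No result reversed. Among the 46 named genes, 1079 values under the 24 alternatives gave 860 with the same call, 177 weaker, 42 stronger and 0 reversed. The share of the 525 genes of Additional file 5 with the direction of aging was 87.8% in all alternatives that tested all 525, and 428 of 485 genes had this direction where only the genes with the highest expression were tested. The listed genes were chosen for changes on these libraries, which fixes their signs, so these counts say nothing about stability. Over the genes past the threshold alone it was 89.9%. The number of listed up-regulated targets that were higher in sponge-29 was 10 in all alternatives but those restricted to the highest expression, where it was 9 because a target was not tested, and the same holds for it.

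The number of genes past the threshold was 2341 and ranged from 427 to 2125 across the 8 fits that each left out 1 library, with 218 to 1085 higher and 202 to 1040 lower genes. It was 1153 without wild-type library 42, 886 without wild-type 44, 427 without wild-type 45, 1480 without sponge-29 library 46, 441 without sponge-29 47 and 990 without sponge-29 49. Fewer fish lower the count by construction, but the loss was uneven, and the reason for that was not tested. Across the same fits, 337 to 1086 of the genes of Additional file 3, 7 to 25 of the 32 target identifiers and 0 to 2 of the 4 iron genes passed the threshold. The iron count was 0 without libraries 42, 44, 45, 46 or 48 and 2 without library 49. The targets past the threshold were 14 without wild-type 42 or 44, 7 without wild-type 45, 8 without sponge-29 47 and 15 without sponge-29 49, against 25 with all libraries. The share of variance between the groups ranged from 23.5% to 31.9%, and its exact permutation p rose from 0.0286 to 0.0571 without library 42, 45, 46, 47 or 48.

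DESeq2 gave 3832 genes (1875 higher, 1957 lower) and 4 iron genes. The cause was not tested, although in simulated counts DESeq2 also made more false calls (60 against 11). An adjusted p below 0.01 left 16 genes (6 higher, 10 lower), 11 of them in Additional file 3, with 0 iron genes and 0 targets, by construction of the stricter threshold, while 6096 genes had an unadjusted p below 0.05. The largest FDR and smallest log2 fold change of Additional file 3 as limits left 398 genes (202 higher, 196 lower), 335 of them in that file, 0 iron genes and 7 targets. The likelihood ratio test gave 1958 genes, 1789 of them shared, and 2 iron genes. Joined with the highest expression and these limits, it gave 984 genes (452 higher, 532 lower). With limma on the deposited RPKM, 769 genes were higher with a pseudocount of 0.1 and 790 with 1, and 0 iron genes passed with the latter. Restricted to a mean RPKM of at least 1, the former gave 2 iron genes, and the restriction to the highest expression in edgeR also gave 2. For these alternatives the cause was not tested.

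Removing the trend with gene length left 1529 genes and 557 lower ones, as its construction implies for long genes. Spearman's rho of log2 fold change with length across genes was -0.19. It was -0.0276 after the removal, -0.13 without a filter on low counts, -0.35 over the genes with the highest expression and -0.35 when these were joined with the likelihood ratio test. The cause of these shifts with the filter was not tested. Of the genes past the threshold, 51.3% were higher in sponge-29, and this share was 38.3% with scaling by library size only, 63.6% with the length trend removed and 37.5% with an adjusted p below 0.01.

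The depth limits genes with few counts, such as Nfu_g_1_011937, which had as few as 0 counts in a library. No paired analysis was possible because the fish of both groups share no replicate number. The tests of gene sets with camera and fry, and with an estimated correlation between genes, were not run, because genes outside the lists have no symbol.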

Differences from the paper's values

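The paper gives 40 to 50 mio reads per sample, and between 18.0 and 24.9 mio were counted on genes here. The former are sequenced reads and the latter reads counted on genes, and no alternative bears on this.

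The paper reports 1305 differentially expressed genes, and 2341 were found here. Of the alternatives set before the data were examined, limma on log2(RPKM + 0.1) (1862 genes) and log2(RPKM + 1) (1893), the removal of the gene-length trend (1529) and the fits without wild-type library 42 (1153), wild-type 44 (886), sponge-29 46 (1480) or sponge-29 49 (990) came within 1.5 times the paper's number, and the others did not. The likelihood ratio test, which the column of likelihood ratios in Additional file 3 points to, gave 1958, just outside this range. The combination of the likelihood ratio test with the limits of Additional file 3, chosen after seeing the data, gave 984. The paper's Additional file 3 holds 635 up-regulated genes, against 1201 here. Within 1.5 times of it were the likelihood ratio test (950), scaling by library size only (886), limma on RPKM (769 and 790) and the fits without library 42 (563), 44 (456), 46 (685) or 49 (503). The file holds 668 down-regulated genes, against 1140 here, and only the removal of the length trend (557) and the fits without library 42 (590), 46 (795) or 49 (487) came within that range. Of the combination chosen after seeing the data, 452 genes were higher and 532 lower.

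The paper lists as up-regulated all 22 target identifiers of Additional file 6 that could be matched, and 10 of them were higher here. Additional file 3 holds 21 of the 22, with a positive log2 fold change for 12 and a negative one for 9. The alternatives could not decide this gap. The listed genes were chosen for changes on these libraries, and no sign reversed under another test, scaling or filter.

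For tfr1a, the paper's log2 fold change is 0.52 in Additional file 3 and 0.53 in Additional file 5, and it was -0.52 here. For dot1l the paper has 0.63 in both files, against -0.63 here. For grip1 it has 0.62 and 0.63, against -0.62 here, and for lamc1 0.52 in both files, against -0.51 here. For kdm6bb the paper's Additional file 5 has 0.50 and its Additional file 3 -0.50, against -0.49 here. For rcc2 the paper's Additional file 5 has -0.99 and its Additional file 3 -0.66, against -0.66 here. For STEAP2 (Nfu_g_1_013428), which was singled out after its values were seen, the paper's Additional file 3 has 0.71, against 0.41 here (standard error 0.07). None of the alternatives set before the data were examined closed any of these gaps. For the gaps of sign this decides nothing, since no sign reversed under another test, scaling or filter.

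The paper's FDR for tfa is 0.000688, and the adjusted p here was 0.0353 (edgeR's quasi-likelihood test, Benjamini-Hochberg), with none of the alternatives set before the data were examined within 1.5 times of it. The likelihood ratio test of edgeR, which the paper's file points to, gave 0.00212 and DESeq2 0.000266 (both Benjamini-Hochberg), so most of this gap goes with the choice of test. For cp the paper's FDR is 0.0106 and the adjusted p here 0.107 in the same quasi-likelihood test of edgeR, again with none within that range (0.0703 in the likelihood ratio test and 0.0279 in DESeq2). For tfr1a the paper's FDR is 0.00850 and the adjusted p here 0.0623 in the same quasi-likelihood test of edgeR, and 0.0344 in its likelihood ratio test. DESeq2 gave 0.00870 with Benjamini-Hochberg adjustment, the only alternative set before the data were examined within 1.5 times of the paper's value, and with a negative log2 fold change of -0.53. Ordered by P, the paper's FDR values of tfr1a and cp are out of order with 369 and 147 other genes. The listed P of tfr1a is 0.000189, where its listed likelihood ratio gives 0.00189. No conclusion on the choice of test is therefore drawn from these FDR values of tfr1a and cp.

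The paper counts tfr1a among the genes that rise in sponge-29 fish, and its RNA was lower here. Higher TFR1A protein in sponge-29 brain, which the paper reports from Western blots, is not measured by RNA counts. The paper also names KDM6BB, DOT1L, EPC1 and GRIP1 among up-regulated targets, and these were lower here, as were lamc1, fras1, per2, phc2b, MARCH9, FHOD3, wu:fb52c12 and ANKRD50, which Additional file 6 lists as up-regulated. Of these 12, the paper's Additional file 3 gives a positive log2 fold change only for dot1l, grip1 and lamc1 and a negative one for the other 9. The paper counts cp and slc22a4 as differentially expressed, and their adjusted p here was 0.107 and 0.0800 (edgeR's quasi-likelihood test, Benjamini-Hochberg). DESeq2 called both of these and tfr1a. The likelihood ratio test, limma on RPKM with a mean of at least 1, the restriction to the highest expression and the fit without library 47 also called tfr1a, and the fit without library 49 called cp. IGFBP2A (0.0505) and DNMT3AB (0.0557) were above the threshold in the same edgeR test. The likelihood ratio test (Benjamini-Hochberg adjusted p of 0.0270 and 0.0485), DESeq2, limma voom, the restriction to the highest expression and the fit without library 43 called both. Upper-quartile scaling called IGFBP2A, and scaling by library size only and limma on RPKM with a mean of at least 1 called DNMT3AB, as did the thinned counts, which were chosen after seeing the data. The combination chosen after seeing the data gave tfr1a, cp, igfbp2a and dnmt3ab adjusted p-values below 0.05 but above its own limit of 0.0159. Of the 1303 genes of Additional file 3, 69 were not called here. DESeq2 called all 1303 of them and all 32 target identifiers, against 25 here, while limma voom called 1285 and 30, the likelihood ratio test 1240 and 31, and the restriction to the highest expression 1292 and 29.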

Other observations

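The tests of exchanged labels, of length classes and of large differences in other splits were chosen after the results were seen. The fit with the length trend removed was set in advance as an alternative and taken as a test of these explanations only afterwards. The counts over lists of genes and the tests on other splits of the fish were chosen before.

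Log2 fold changes fell with gene length across genes (Spearman's rho of -0.19), although genes are not independent replicates. Within libraries, the deviation of each gene from its mean log2 CPM rose with length in all 4 wild-type fish (rho from 0.08 to 0.16) and fell in all 4 sponge-29 fish (rho from -0.21 to -0.04; exact permutation test, two-sided, p = 0.0286). Genes past the threshold that were higher in sponge-29 had a median length of 2267 bases, those lower 5384 bases and those not past it 2580 bases. Among 5 equal classes of gene length, the shortest held 297 higher and 54 lower genes past the threshold, and the longest 124 and 583. Of the 35 splits of the fish, 4 gave a trend as strong. The real split is 1 of these and the others keep 3 of the 4 fish of each real group together, so the grouping by chance is left open. Recovery of RNA that depends on length is a candidate explanation, and a loss of expression of long genes would look alike. These cannot be told apart for the long genes among those lower in sponge-29, because the trend runs with the groups. Beside this, the trend does not account for all calls, as 1529 genes passed with it removed (972 higher, 557 lower), with median lengths of 2980.5 and 3915 bases.

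Of the 1303 genes of Additional file 3, 1299 had the listed sign in the deposited counts, and the listed and computed log2 fold changes had a Pearson's r of 0.994 across genes. The 4 genes with the opposite sign were dot1l, grip1, tfr1a and lamc1. Their sizes differed from the listed ones by at most 0.00246. An exchange of the group labels is argued against by the 1299. For dot1l, grip1 and kdm6bb, a length trend as the whole cause of the lower level is argued against too, since their adjusted p was at most 0.0362 with the trend removed (edgeR's quasi-likelihood test, Benjamini-Hochberg). For tfr1a it cannot be told apart from the group difference, because the log2 fold change moved to -0.35 with an adjusted p of 0.219 in the same edgeR test. The sizes of the listed log2 fold changes were within 1 standard error of those here for 1302 genes of Additional file 3, with STEAP2 as the exception, and for 524 of the 525 genes of Additional file 5, with rcc2 as the exception. Within Additional file 3, the listed P follows from the listed likelihood ratio for 1302 genes. For tfr1a the paper lists a ratio of 9.65 and P of 0.000189, while the chi-square distribution gives 0.00189. Ordered by P, the paper's FDR of tfr1a is out of order with 369 other genes and that of cp with 147, and no other gene with more than 1. The cause of these was not tested.

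For each split of the fish, the larger of the shares of signs equal and opposite to those of aging was taken, since either side can be named first. Of the 35 splits, 6 gave a share as large as that of the real groups. The real split is 1 of these, and the 5 others all keep 3 of the 4 fish of each real group together, while the splits with 2 fish of each group on either side gave 51.6% to 75.2%. The list was chosen on these libraries, so this comparison neither supports nor excludes a shared direction by the grouping alone. A length effect common to both comparisons might produce shared signs. The share was 85.1% in the longest of 3 equal classes of gene length, where 127 of 175 genes were lower in both comparisons. Signs that are mostly lower in both raise such a share by themselves. Within the classes, the exact common odds ratio was 40.8 (exact conditional test, p = 2.32e-53). This argues against length differences between the classes as the whole cause. Genes are not independent replicates, so this p describes the list. Lengths still ran from 4960 to 26901 bases in the longest class, so a length effect within classes is left open. For the 25 target identifiers and for tfa, the iron gene past the threshold, the real split was the only 1 of 35 with as many calls. The lists were chosen for changes on the real split and the other splits gave at most 13 genes in all and 0 of these, so this count says nothing about the lists.

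Large differences also ran across the groups. The split of libraries 42, 43, 45 and 49 against the rest gave 27 genes with an absolute log2 fold change of at least 3 and no overlap, that of 42, 44, 45 and 48 gave 25 and that of 42, 45, 46 and 48 gave 13, against 10 for the real groups. Sex and parental background of the fish remain open for these, and they cannot be told apart because the labels give neither.

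Some lists of genes moved as a whole. Of the immediate early genes named in Additional file 3, 7 of 7 were higher in sponge-29 (log2 fold changes from 0.52 for jun to 1.07 for dusp1), and the median of the list was between 0.81 and 1.04 in each of the sponge-29 fish, and all 7 passed the threshold. All 10 listed genes of the stress and glucocorticoid response were higher, up to 2.33 for arrdc2 and 2.18 for igfbp1a, with dusp1 in both lists, and 8 of the 10 passed the threshold. All 9 listed proliferation genes were lower, from -1.70 for tpx2 to -0.47 for smc4, and 7 of them passed the threshold. Members come from a list of genes chosen as changed on these libraries, so their calls are not independent evidence. No test of their shared direction was run. Handling or neuronal activity before sampling may raise the first, handling or feeding state the second, and slower growth may lower the third, all of them as hypotheses. Each explanation runs with the groups and cannot be told apart from an effect of the sponge. The times and order of sampling were not analysed here.

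Of the other lists, rps27.2 (0.44) was the listed ribosomal protein gene, sox10 (0.45) the oligodendrocyte gene, neb (-1.94) the skeletal muscle gene and pmela (-0.72) the pigment cell gene. The neuronal genes uchl1 (0.59), snap25a (0.49) and stmn2a (0.40) were higher. The log2 fold changes of nefl (0.68), also neuronal, and of epd (0.88), ptgdsb (0.65) and igfbp2a (0.57) from the meninges list did not pass the threshold. Besides tfa, cp and tfr1a, of which tfa passed the threshold, the iron genes STEAP2 (0.41) and flvcr2b (-0.60) are listed in Additional file 3 and passed it. Lists for erythrocytes, pituitary, photoreceptors, astroglia and microglia had no member there. All of these are log2 fold changes, and no biological explanation was tested.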
